# Specialized post-arterial capillaries facilitate adult bone remodelling

**DOI:** 10.1038/s41556-024-01545-1

**Published:** 2024-11-11

**Authors:** Vishal Mohanakrishnan, Kishor K. Sivaraj, Hyun-Woo Jeong, Esther Bovay, Backialakshmi Dharmalingam, M. Gabriele Bixel, Van Vuong Dinh, Milena Petkova, Isidora Paredes Ugarte, Yi-Tong Kuo, Malarvizhi Gurusamy, Brian Raftrey, Nelson Tsz Long Chu, Soumyashree Das, Pamela E. Rios Coronado, Martin Stehling, Lars Sävendahl, Andrei S. Chagin, Taija Mäkinen, Kristy Red-Horse, Ralf H. Adams

**Keywords:** Bone, Angiogenesis, Ageing

## Abstract

The vasculature of the skeletal system is crucial for bone formation, homoeostasis and fracture repair, yet the diversity and specialization of bone-associated vessels remain poorly understood. Here we identify a specialized type of post-arterial capillary, termed type R, involved in bone remodelling. Type R capillaries emerge during adolescence around trabecular bone, possess a distinct morphology and molecular profile, and are associated with osteoprogenitors and bone-resorbing osteoclasts. Endothelial cell-specific overexpression of the transcription factor DACH1 in postnatal mice induces a strong increase in arteries and type R capillaries, leading to local metabolic changes and enabling trabecular bone formation in normally highly hypoxic areas of the diaphysis. Indicating potential clinical relevance of type R capillaries, these vessels respond to anti-osteoporosis treatments and emerge during ageing inside porous structures that are known to weaken compact bone. Our work outlines fundamental principles of vessel specialization in the developing, adult and ageing skeletal system.

## Abstract (web summary)

Mohanakrishnan et al. identify a distinct subset of post-arterial capillaries, termed type R. They show that type R capillaries contribute to trabecular bone formation in the diaphysis and respond to anti-osteoporosis treatments.

## Main

Blood vessels form a hierarchically organized network for the transport of different cargoes, including hormones, gases, nutrients, waste products and circulating cells. Moreover, endothelial cells (ECs), forming the innermost layer of blood vessels, provide important factors acting on perivascular cell populations in a paracrine (angiocrine) fashion. In the skeletal system, angiogenic blood vessel growth is indispensable for embryonic and postnatal osteogenesis^1–3^ but also fracture repair^4^.

Previous work has provided some insight into the heterogeneity of bone ECs. Fms-related tyrosine kinase 4 (Flt4/VEGFR3) is a marker of sinusoidal endothelium in bone marrow (BM), whereas arterial ECs lack VEGFR3 but express Stem cell antigen-1 (Sca1/Ly6A)^5^. Specialized capillary ECs in the metaphysis, termed type H (CD31^high^EMCN^high^) because of high expression of the markers CD31 and endomucin (EMCN), are tightly associated with Runx2^+^ and OSTERIX^+^ osteoprogenitors. By contrast, sinusoidal ECs of the BM, which express lower levels of CD31 and EMCN, have been termed type L (CD31^low^EMCN^low^)^2^. Embryonic and early postnatal long bones contain a type-H-related, transiently existing EC subpopulation (type E) that strongly facilitates osteogenesis^6^. Fate-tracking experiments have established a hierarchy of bone ECs with type E ECs giving rise to type H cells, which, in turn, can generate arterial and type L endothelium^6^. In addition to arteries, afferent blood flow is provided by small periosteal (also termed cortical or transcortical) vessels, which cross the cortex of the diaphyseal bone shaft^7–10^.

Bone loss occurs during healthy ageing but can progress to osteoporosis, a disease characterized by bone weakness, chronic pain and increased fracture risk. Type H vessels and perivascular osteoprogenitors decline strongly in ageing animals and in the ovariectomy model of osteoporosis^3,11^. Similar changes occur in ageing humans and osteoporosis patients^12,13^. Existing interventions for the preservation of bone mass include antiresorptive drugs, such as oral bisphosphonates, which inhibit osteoclasts but cause microfractures over time^14,15^. Anabolic treatments, acting primarily on osteoblasts, include active fragments of parathyroid hormone (PTH), which requires daily administration and has adverse effects. While it is appreciated that anti-osteoporosis treatments lead to changes in the bone vasculature^16–18^, the effects on specific EC populations and the resulting molecular changes remain little understood.

## Results

### Endothelial cell heterogeneity in bone

To extend previous single-cell RNA sequencing (scRNA-seq) studies (Supplementary Fig. 1) and gain better insight into endothelial heterogeneity in long bone and age-related changes, we isolated ECs from the tibia and femur of juvenile (3-week-old), adult (12-week-old) and aged (75-week-old) *Cdh5-mTnG* mice^19^. Following the depletion of haematopoietic cells and flow cytometric enrichment of ECs, scRNA-seq was performed (Fig. 1a and Extended Data Fig. 1a). 

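The age groups were 3, 12 and 75 weeks old. According to the methods, cells positive for nuclear GFP and tdTomato were sorted from the femurs and tibias of 2 male and 2 female juvenile mice, 6 female adult mice and 3 female aged mice, pooled within each group. Each group was sequenced as 2 libraries with the 10x Chromium 3′ chemistry. The paper states that each experiment was done once with pooled animals, so the spread between the 2 libraries of a group does not measure the variation between mice. The authors assigned reads to cells with UMI-tools, aligned them to mm10 with STAR, counted them on genes with featureCounts and deposited tables of UMIs per gene and cell, without normalization. The juvenile libraries held 18678550 UMIs in 4279 cell barcodes and 17937547 in 3964, the adult libraries 21408678 in 5983 and 19937668 in 5752, and the aged libraries 16674111 in 2546 and 17923203 in 2630. The filter in the methods (500 to 6000 genes per cell, under 25% mitochondrial counts) left 24610 of 25154 cells, of which 8200 were juvenile, 11391 adult and 5019 aged. The median cell had 3951 and 4195 UMIs in the juvenile libraries, 3276 and 3075 in the adult libraries and 5149 and 5056 in the aged libraries. Cells of clusters that were named haematopoietic, erythroid, megakaryocyte, mural or mesenchymal by a list of markers were removed, which left 7933 juvenile, 10648 adult and 4542 aged ECs, 23123 in total. The cluster named megakaryocyte was led by Elane, Mpo and Prtn3. Elane and Mpo are haematopoietic markers of the list, and no megakaryocyte marker was among its leading genes, so this cluster's name does not describe it. Its cells are not among the haematopoietic cells with which ECs are compared below. Gene names that begin with U have UMIs only in the aged libraries, where they take 1.52% and 1.53% of the UMIs, and these genes were left out. Of the juvenile ECs, 2480 (31.3%) had a UMI of Ddx3y, Eif2s3y or Kdm5d, which lie on the Y chromosome, and none of the adult ECs had one, so sex and age are mixed in comparisons with the juvenile group. All comparisons between groups or classes took the library as the unit, and cells were not counted as replicates.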

Clustering of a total of 23,215 ECs in the resulting dataset indicates five major subpopulations, which are found at all stages in different relative ratios (Fig. 1b–e). 

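The libraries were integrated with Seurat, each library as 1 object, on 2000 variable features and 30 principal components, and the cells were clustered at a resolution of 0.5. The genes that the paper names at its conclusions and the cell-cycle genes were held out of the variable features. Each cluster was named for the class whose other markers it expressed most, and the classes are called bmEC-like, mpEC-like, aEC-like, rEC-like and pEC-like, since they are a new clustering. They held 10079, 5481, 2630, 1720 and 326 cells in this order. Another 2887 cells took no name, of which 2630 were in a cluster led by Igfbp5 and Slco2a1 and 257 in a cluster led by haemoglobin genes. The bmEC-like cells included a cluster of 1122 cells led by Fos and Fosb, one of 295 led by Cxcl10 and Cxcl9 and one of 1647 led by mitochondrial genes and Xist, whose median UMIs were 0.403 times those of all ECs.
The bmEC-like share of the ECs was 50.7% ± 0.542 (SD, n = 2 libraries) in juvenile, 48.0% ± 0.0519 in adult and 20.9% ± 0.103 in aged bone. For mpEC-like cells it was 22.0% ± 0.186, 22.1% ± 0.411 and 30.5% ± 0.455, and for aEC-like cells 5.12% ± 0.144, 11.0% ± 0.186 and 23.1% ± 0.172. PEC-like cells made up 2.22% ± 0.109, 1.12% ± 0.176 and 0.685% ± 0.173. The share without a name fell from 18.1% to 11.1% and 5.86%. Cells per class were compared with edgeR's quasi-likelihood test, with the total of ECs as the size factor and adjustment over the 5 classes. In aged against adult libraries, the log2 fold change was -1.20 for bmEC-like cells (standard error 0.02, adjusted p = 7.27e-18), 1.07 for aEC-like cells (0.03, adjusted p = 8.50e-16) and 0.47 for mpEC-like cells (0.02, adjusted p = 7.29e-12). The aged libraries may come from another version of the library kit, so kit and age cannot be told apart for these changes. The mpEC-like change lay in 1 of 3 clusters, led by Gm10800 and related genes, with 0.386 times the median UMIs, which made up 2.42%, 3.76% and 12.4% of the juvenile, adult and aged ECs. With all 10 libraries in 1 integration the aged mpEC-like share was 1.15 percentage points below the adult one (difference -1.15), and with TMM factors over the classes the log2 fold change was -0.19. Over the alternatives, TMM factors among them, the lowest aged log2 fold changes were 0.41 for aEC-like, 0.85 for rEC-like and -1.86 for bmEC-like cells. The pEC-like change of -0.71 (adjusted p = 0.0105 in edgeR) had an adjusted p of 0.0959 without adult replicate 1 and of 0.180 without aged replicate 2. In juvenile against adult libraries, aEC-like cells changed by -1.11 (standard error 0.04, adjusted p = 2.27e-14 in edgeR) and pEC-like cells by 0.99 (0.09, adjusted p = 4.35e-08). The bmEC-like change was 0.08 (0.02, adjusted p = 0.0120 in edgeR), and 0.0880 was the adjusted p without juvenile replicate 2. For mpEC-like cells no difference was detectable (-0.00, adjusted p = 0.956 in edgeR), and its direction changed between settings. The setting that moved the juvenile bmEC-like difference of 2.71 percentage points most was no integration, which gave 10.1. Exact two-sided permutation tests on the shares cannot go below p = 0.333 with 2 libraries against 2.

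**Figure D1:**
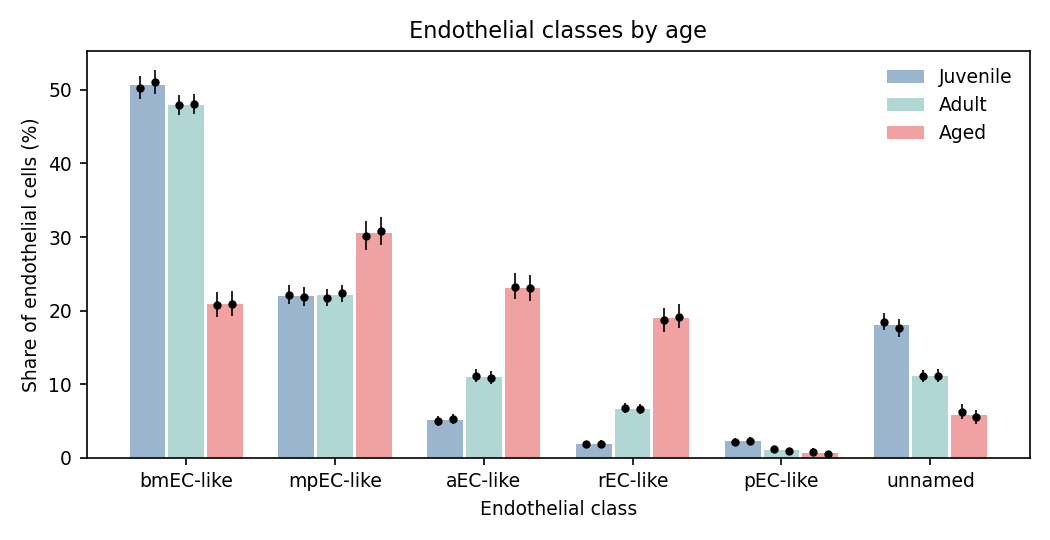
Share of the ECs (%) in each class by age group, with bars for the mean of 2 libraries, points for the libraries and error bars for the 95% Clopper-Pearson interval of each library, which covers counting error only. The bmEC-like share is 20.9% in aged libraries and 48.0% in adult ones, and the aEC-like share is 23.1% and 11.0%.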

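UMIs were summed per class and library over at least 20 cells, scaled by the total count of the sum multiplied by its TMM factor (CPM), and tested with edgeR's quasi-likelihood method, with TMM factors, each class against the mean of the others with the library as a block. The test covered 12394 genes. The tables list genes by symbol, and 24670 of 26504 symbols (93.1%) were found in the GENCODE annotation of GRCm38, from which all positions are taken. Standard deviations over the 6 libraries include the differences between the 3 ages. Rgs4 (chromosome 1, from 169741477 to 169747642) had 617 ± 69.3 CPM (SD, n = 6 libraries) in bmEC-like cells and 83.5 ± 19.9 (n = 4) in pEC-like cells, the next highest class. Its log2 fold change was 4.40 (standard error 0.20, adjusted p = 1.12e-17 in edgeR). Removing the cells with the highest doublet scores, an alternative chosen after seeing the data, moved it most, to 4.73. Gpr126 (chromosome 10, from 14402583 to 14545659), which the annotation calls Adgrg6, had 432 ± 181 CPM against 25.3 ± 5.80 in pEC-like cells, a log2 fold change of 4.43 (standard error 0.17, adjusted p = 5.06e-19). Vcam1 (chromosome 3, from 116109949 to 116129688) had 2153 ± 834 CPM against 408 ± 78.5, a change of 3.36 (0.09, adjusted p = 2.92e-22). Stab2 (chromosome 10, from 86841198 to 87008025) had 2191 ± 328 CPM against 478 ± 96.6, a change of 3.98 (0.28, adjusted p = 2.65e-13). Exons of Gm46212, Gm43109 and Gm16268 overlap those of Gpr126, Vcam1 and Stab2. Each of the 4 genes was highest in bmEC-like cells in 6 of 6 libraries. Cells were also thinned to 1000 UMIs each to compare shares of cells with a UMI at equal depth, which left out 302 bmEC-like cells with fewer. The share with Stab2 was then 83.1% ± 4.68 of bmEC-like cells, whose median before thinning was 3662 UMIs, against 8.24% of 449 haematopoietic cells removed from the same libraries, whose median was 3602. The shares with Vcam1 were 71.4% and 8.46%, with Rgs4 36.2% and 3.56%, and with Gpr126 30.3% and 1.78%.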

BM ECs (bmECs), representing sinusoidal, type L ECs from BM^2^, show high expression of markers like the regulator of G-protein signalling-4 (*Rgs4*), G-protein-coupled receptor 126 (*Gpr126*), vascular cell adhesion molecule 1 (*Vcam1*) and the transmembrane receptor stabilin-2 (*Stab2*). Another large subpopulation are metaphyseal ECs (mpECs), corresponding to type H ECs^2^. Enriched markers in this population include receptor activity modifying protein 3 (*Ramp3*), the Piezo-type mechanosensitive ion channel component 2 (*Piezo2*) and the laminin subunit β-1 (*Lamb1*) (Supplementary Table 1). 

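Ramp3 (chromosome 11, from 6658521 to 6677475), whose exons overlap those of Gm11978, had 390 ± 159 CPM (SD, n = 6 libraries) in mpEC-like cells and 260 ± 39.0 (n = 4) in pEC-like cells. It rose by 2.50 on the log2 scale over the mean of the other classes (standard error 0.09, adjusted p = 2.65e-18 in edgeR) and was highest in mpEC-like cells in 6 of 6 libraries. Piezo2 (chromosome 18, from 63010213 to 63387183) had 115 ± 37.6 CPM in mpEC-like and 83.5 ± 17.7 in pEC-like cells, with a change of 3.03 (standard error 0.19, adjusted p = 4.78e-13), and was highest in mpEC-like cells in 5 libraries and in pEC-like cells in 1. Lamb1 (chromosome 12, from 31265234 to 31329644) had 148 ± 32.7 CPM in mpEC-like and 108 ± 28.1 in rEC-like cells. Its change was 1.81 in mpEC-like cells (standard error 0.18, adjusted p = 7.16e-09), and between rEC-like and mpEC-like cells the difference of -0.40 was not past the threshold (0.25, adjusted p = 0.243), although its level was highest in mpEC-like cells in 6 of 6 libraries. Thinned to equal depth, 27.8% ± 10.2 of mpEC-like cells (median 3532 UMIs before thinning) had a UMI of Ramp3, 10.6% ± 3.48 of Piezo2 and 13.8% ± 3.04 of Lamb1, against 0.668%, 0.223% and 0.223% of the haematopoietic cells.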

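Mki67 (chromosome 7, from 135689784 to 135716361) was one of the genes held out of the clustering. In the 4 juvenile and adult libraries with at least 20 pEC-like cells it had 202 ± 15.2 CPM (SD, n = 4) in these cells and at most 4.03 ± 2.16 (n = 6) in any other class, a log2 fold change of 6.63 (standard error 0.24, adjusted p = 6.48e-20 in edgeR). A UMI of Mki67 was found in 21.4% ± 1.47 of the thinned pEC-like cells, whose median was 5706 UMIs before thinning, and in 6.24% of the haematopoietic cells, which can divide too. Bmx (chromosome X, from 164192842 to 164258193) had 132 ± 40.9 CPM in aEC-like and 11.2 ± 5.54 in rEC-like cells, a change of 5.47 for aEC-like cells (standard error 0.17, adjusted p = 4.94e-21). Gja4 (chromosome 4, from 127311421 to 127314039) had 1222 ± 405 CPM in aEC-like and 143 ± 52.9 in mpEC-like cells, a change of 5.13 (0.18, adjusted p = 2.88e-20). Both were highest in aEC-like cells in 6 of 6 libraries. Of the thinned aEC-like cells (median 3690 UMIs), 59.5% ± 11.3 had a UMI of Gja4 and 12.3% ± 3.46 one of Bmx, against 0.891% and 2.67% of the haematopoietic cells.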

Two further subpopulations represent proliferating ECs (pECs), expressing marker of proliferation Ki-67 (*Mki67*) and arterial ECs (aECs), characterized by transcripts for the tyrosine kinase Bmx (*Bmx*) and connexin-37 (*Gja4*) (Supplementary Table 1). Another distinct EC subcluster was termed remodelling endothelial cells (rECs) or type R endothelium because of its association with remodelling bone, as is shown further below. rECs show expression of the secreted factor C1q and tumour necrosis factor-related protein 9 (*C1qtnf9*), the enzyme flavin-containing dimethylaniline monooxygenase 2 (*Fmo2*) and the water-selective membrane channel aquaporin 7 (*Aqp7*) (Supplementary Table 1). 

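The rEC-like class was made of 3 clusters. The largest, of 1135 cells, was led by Timp4, Aqp7, C1qtnf9 and Car4, the next, of 417, by Tagln, Vwf and Fmo2, and the third, of 168, by Ccl21a and Penk. With a median of 2525 UMIs per cell, the class was the shallowest. C1qtnf9 (chromosome 14, from 60768134 to 60780869) had 758 ± 224 CPM (SD, n = 6 libraries) in rEC-like cells and 36.4 ± 11.6 in aEC-like cells, a log2 fold change over the mean of the other classes of 6.99 (standard error 0.13, adjusted p = 2.03e-26 in edgeR). Aqp7 (chromosome 4, from 41033074 to 41048139) had 282 ± 68.2 CPM against 15.8 ± 6.56 in aEC-like cells, a change of 6.84 (0.20, adjusted p = 8.78e-22). Fmo2 (chromosome 1, from 162874317 to 162898726) had 316 ± 246 CPM against 37.4 ± 49.7 in bmEC-like cells, a change of 5.20 (0.28, adjusted p = 1.50e-15). Its level in rEC-like cells ran from 76.8 CPM in juvenile replicate 1 to 636 in aged replicate 1. All 3 genes were highest in rEC-like cells in 6 of 6 libraries. At equal depth, 49.1% ± 7.65 of the rEC-like cells had a UMI of C1qtnf9, 24.4% ± 3.91 of Aqp7 and 20.1% ± 12.8 of Fmo2, and the haematopoietic cells had 0.668%, 0% and 0.223%. Thinning left out 103 rEC-like cells. Over all genes tested, 926 were higher in rEC-like cells than in the mean of the other classes, with a log2 fold change over 1 and an adjusted p under 0.05 in edgeR. Of these, 778 (84.0%) exceeded both aEC-like and mpEC-like cells and 289 were highest in rEC-like cells in every library. The strictest definition, higher than each of the other classes, moved the count most, to 264. Largest by the rule for named genes were Ccl21a with 9.55 (standard error 0.19, 711 CPM), Car4 with 7.53 (0.25, 260 CPM) and Timp4 with 7.10 (0.15, 827 CPM), and Car4 and Timp4 were also among the markers that named the clusters. Ccl21a led the cluster of 168 cells, whose leading genes also held Lyve1, a lymphatic marker in the paper. Whether that cluster is lymphatic was not tested, and its cells are counted as rEC-like.

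**Figure D2:**
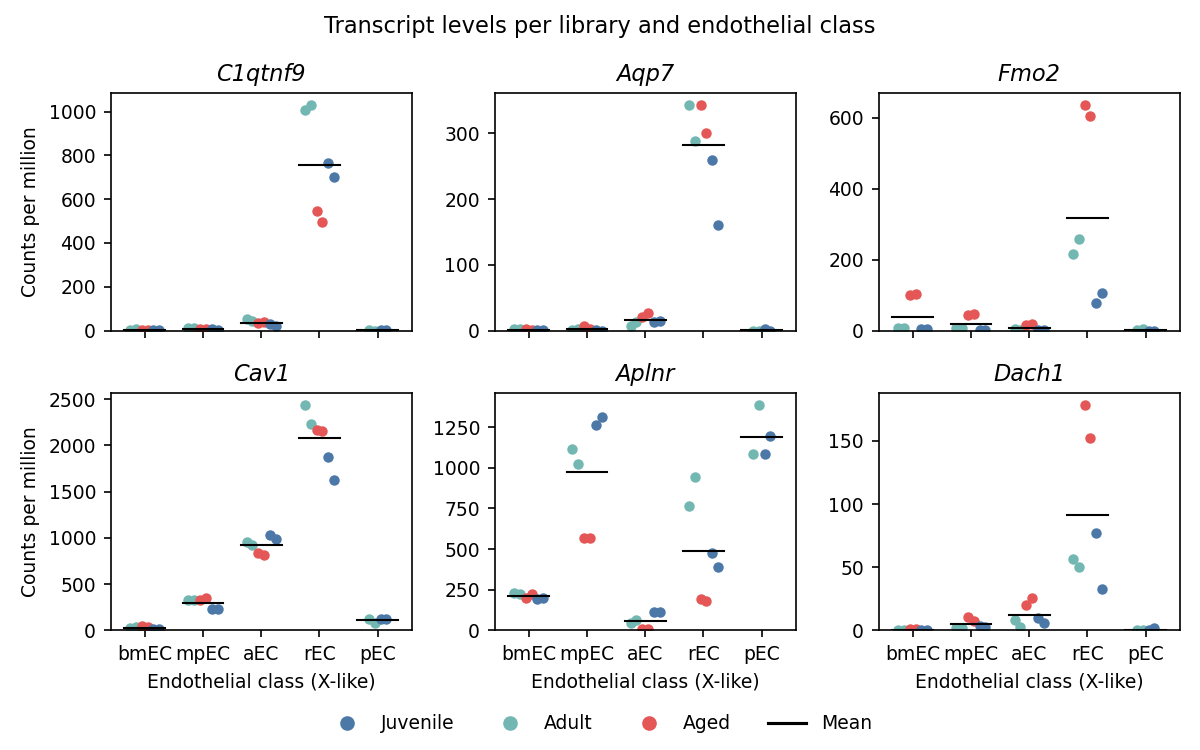
Scaled counts (CPM) of C1qtnf9, Aqp7, Fmo2, Cav1, Aplnr and Dach1 in the sums per class and library, with points for libraries coloured by age group and black lines for the means. C1qtnf9 and Aqp7 lie at 758 and 282 CPM on average in rEC-like cells and at 36.4 and 15.8 in aEC-like cells.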

Expression of the G-protein-coupled receptor for Apelin (*Aplnr*) is shared by rECs and mpECs. Furthermore, rECs express caveolin-1 (*Cav1*), a main component of caveolae, but this marker is also prominent in aECs (Fig. 1e,f). 

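Aplnr (chromosome 2, from 85136225 to 85139923) had from 566 to 1313 CPM in mpEC-like cells of the 6 libraries, a mean of 490 CPM in rEC-like cells, 1189 ± 144 CPM (SD, n = 4) in pEC-like cells and 212 ± 15.1 (n = 6) in bmEC-like cells. The rEC-like level was 473 and 389 CPM in the juvenile libraries, 763 and 942 in the adult libraries, and 192 and 183 in the aged libraries. Against the mean of the other classes the log2 fold change was 1.87 in mpEC-like cells (standard error 0.22, adjusted p = 8.22e-08 in edgeR) and 0.59 in rEC-like cells (0.24, adjusted p = 0.0624), so the second was not past the threshold. That call depended on single libraries and on the features: the change was 0.70 (adjusted p = 0.0338) without juvenile replicate 2, 0.65 (0.0405) without aged replicate 1, 0.67 (0.0271) without aged replicate 2 and 0.62 (0.0252) with all variable features kept. The level in rEC-like cells was above that in bmEC-like cells by 1.03 (standard error 0.31, adjusted p = 0.00661 in edgeR) and differed from that in mpEC-like cells by -1.02 (0.30, adjusted p = 0.00838). At equal depth, 50.0% ± 15.9 of mpEC-like, 30.8% ± 16.8 of rEC-like and 15.6% ± 0.739 of bmEC-like cells had a UMI, against 2.90% of the haematopoietic cells.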

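Cav1 (chromosome 6, from 17306335 to 17341452) had 2083 ± 289 CPM (SD, n = 6 libraries) in rEC-like cells, 924 ± 84.6 in aEC-like cells, 299 ± 54.0 in mpEC-like cells and 28.7 ± 14.2 in bmEC-like cells. The log2 fold change over the mean of the other classes was 3.61 in rEC-like cells (standard error 0.14, adjusted p = 2.76e-19 in edgeR) and 2.15 in aEC-like cells (0.14, adjusted p = 7.08e-14), and rEC-like cells were above aEC-like cells by 1.17 (0.18, adjusted p = 8.54e-06). The order of these 2 classes held in 6 of 6 libraries. After thinning, a UMI of Cav1 was present in 80.7% ± 5.33 of rEC-like, 57.0% ± 5.62 of aEC-like, 24.2% ± 4.07 of mpEC-like and 2.40% ± 1.44 of bmEC-like cells, and in 4.90% of the haematopoietic cells. The bmEC-like share is thus at the background level.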

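Cdh5 (chromosome 8, from 104101625 to 104144511) had between 1129 ± 126 CPM (SD, n = 4 libraries) in pEC-like cells and 1366 ± 93.7 (n = 6) in mpEC-like cells, and no class differed from the mean of the others by more than 0.22 on the log2 scale. Its UMIs were in 63.9% to 73.5% of the thinned cells of each class and in 8.69% of the haematopoietic cells. The highest class means were 5.71 ± 6.46 CPM for Pdgfra (chromosome 5, from 75152292 to 75198215, with exons shared with Gm42802, Gm42803 and Mir7025) and 1.13 ± 0.912 CPM for Pdgfrb (chromosome 18, from 61045150 to 61085061). For Prox1 (chromosome 1, from 190118035 to 190170714), whose exons overlap those of Prox1os, the highest class mean was 8.38 ± 7.67 CPM, in rEC-like cells. Lyve1 (chromosome 7, from 110850607 to 110863239) had at most 6.46 CPM in any library in the other classes and 50.3 ± 50.1 CPM (n = 6) in rEC-like cells, where its log2 fold change was 7.30 (standard error 0.62, adjusted p = 2.34e-10 in edgeR) and it was highest in 6 of 6 libraries. At equal depth 1.49% ± 1.28 of rEC-like cells had a UMI of Lyve1, and Lyve1 was among the 10 leading genes of the rEC-like cluster of 168 cells. That cluster was also led by Ccl21a, and whether it is lymphatic was not tested.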

All EC subpopulations show the expected expression of VE-cadherin (*Cdh5*), a component of endothelial cell junctions, whereas transcripts for mesenchymal markers (*Pdgfra* and *Pdgfrb*) or lymphatic endothelial (*Prox1* and *Lyve1*) are low or absent (Fig. 1g). The analysis also shows that rECs express transcripts for *Emcn* in addition to *Cav1* but lack expression of *Flt4* (Fig. 1h).

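Emcn (chromosome 3, from 137341067 to 137432185) had 916 ± 84.8 CPM (SD, n = 6 libraries) in rEC-like cells, 1469 ± 196 in mpEC-like, 759 ± 65.7 in bmEC-like and 577 ± 96.4 in aEC-like cells. It did not differ detectably between rEC-like cells and the mean of the other classes (log2 fold change 0.02, standard error 0.08, adjusted p = 0.891 in edgeR; the sign changed with a resolution of 0.8, to -0.02), and was above aEC-like cells by 0.71 (0.10, adjusted p = 3.39e-06). Flt4 (chromosome 11, from 49609263 to 49652739) had 84.5 ± 18.0 CPM in rEC-like and 85.1 ± 10.8 in aEC-like cells, against 654 ± 124 in bmEC-like cells, and the change from bmEC-like to rEC-like cells was -2.84 (standard error 0.12, adjusted p = 5.09e-18 in edgeR). A UMI of Flt4 was in 7.93% ± 2.46 of thinned rEC-like cells and in 43.5% ± 7.85 of bmEC-like cells, with 4.01% in the haematopoietic cells. The share with a UMI of Emcn was 53.5% ± 4.05 in rEC-like cells and 7.80% in the haematopoietic cells. Cells with UMIs of Cav1 and Emcn and none of Flt4 after thinning made up 39.3% ± 5.27 of the rEC-like cells, 20.0% of the aEC-like cells and 14.8% of the mpEC-like cells. Of all cells with this combination, 28.3% were rEC-like, 23.4% aEC-like and 39.7% mpEC-like as means over the 6 libraries. The rEC-like part was 14.2% and 13.3% in the juvenile, 28.4% and 28.3% in the adult and 41.6% and 44.2% in the aged libraries. It was above the mpEC-like part in the aged libraries (29.2% and 30.1%) and below it in the juvenile and adult ones. From the expression of Emcn and Cav1 and the lack of Flt4, the paper derives the combination of EMCN, CAV1 and VEGFR3 with which it distinguishes rECs from aECs and bmECs in sections.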

**Fig. 1:**
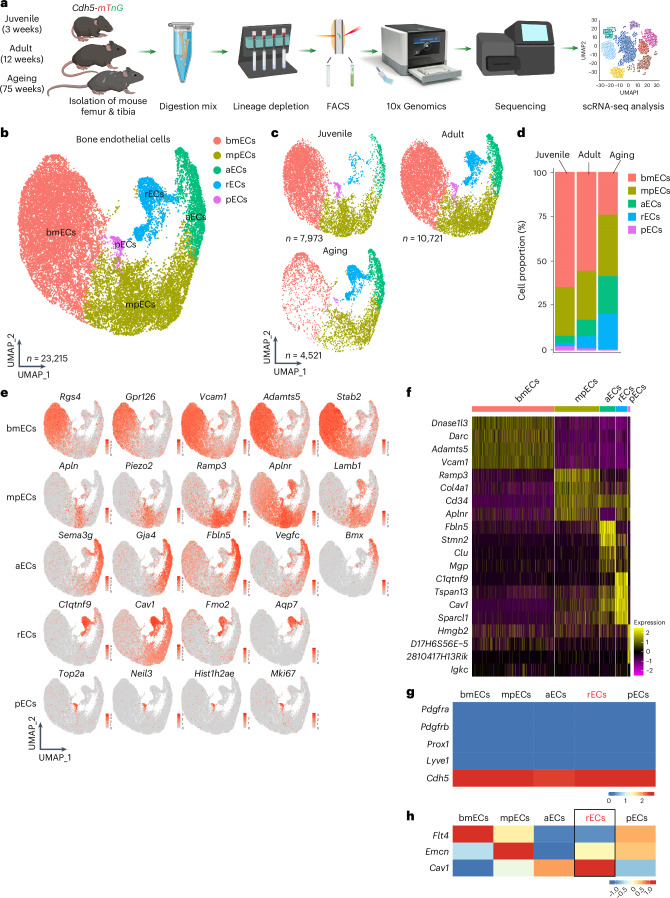
scRNA-seq analysis of bone endothelial cells. **a**, Schematic overview of scRNA-seq work flow. **b**, Uniform Manifold Approximation and Projection (UMAP) visualization of total bone ECs, with colour-coded subclusters of bmECs (*n* = 12,002), mpECs (*n* = 6,307), aECs (*n* = 2,809), rECs (*n* = 1,768) and pECs (*n* = 329) with a total *n* = 23,215 cells. **c**, UMAP plot of total ECs separated by age group (juvenile = 7,973, adult = 10,721 and aged = 4,521). **d**, Bar plots showing the proportion of cells in each subcluster per age group. **e**, Feature plots show markers for subclusters of bone endothelial cells: bmECs/type L ECs expressing *Rgs4*, *Gpr126*, *Vcam1*, *Adamts5* and *Stab2*; mpECs/type H ECs expressing *Apln*, *Piezo2*, *Ramp3*, *Aplnr* and *Lamb1*; aECs expressing *Sema3g*, *Gja4*, *Fbln5*, *Vegfc* and *Bmx*; rECs/type R expressing *C1qtnf9*, *Cav1*, *Fmo2* and *Aqp7*; and proliferating pECs expressing *Top2a*, *Neil3*, *Hist1h2ae* and *Mki67*. **f**, Heatmap showing the expression of the top four markers for each cluster. **g**, Heatmap depicting expression of *Cdh5* and the absence of BM stromal cell markers (*Pdgfra* and *Pdgfrb*) as well as absence of lymphatic EC markers (*Prox1* and *Lyve1*) in bone EC subclusters. **h**, Heatmap showing selected markers distinguishing EC subclusters. Black box highlights combination of markers allowing the identification of rECs (*Flt4*^*−*^*Emcn*^*+*^*Cav1*^*+*^). Colour bars illustrate the expression level (**e**, **g**) and expression level (log_2_ fold change) (**f**, **h**). Data in **b**,**d**–**h** are derived from an integrated scRNA-seq dataset, whereas data in **c** show individual samples from different age groups.

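The rEC-like share of the ECs was 1.85% (76 of 4104 cells, 95% Clopper-Pearson interval 1.46 to 2.31) and 1.88% (72 of 3829, 1.47 to 2.36) in the juvenile libraries and 6.78% (366 of 5401, 6.12 to 7.48) and 6.58% (345 of 5247, 5.92 to 7.28) in the adult libraries. The means were 1.87% ± 0.0202 (SD, n = 2 libraries) and 6.68% ± 0.142, and the second equals the number printed for adult rECs in Fig. 2b at 2 significant digits. The ratio of the juvenile to the adult share was 0.280, a log2 fold change of -1.84 (standard error 0.05, adjusted p = 5.53e-15 in edgeR). The difference of -4.81 percentage points exceeded the spread between libraries, while an exact two-sided permutation test gives p = 0.333, the smallest that 2 libraries against 2 allow. Each of the 3 rEC-like clusters had lower juvenile means, with 0.914% against 4.48%, 0.571% against 1.58% and 0.381% against 0.621%. A floor on UMIs and genes equal to the lowest totals in PTH replicate 1, applied to every library and chosen after seeing the data, moved the difference most, to -2.48 points. With the combination of Cav1, Emcn and no Flt4 in thinned cells as the definition, the shares were 5.26% ± 0.133 and 10.0% ± 0.446. The juvenile pool held both sexes and the adult pool only females. Of the juvenile rEC-like cells, 53 of 148 (35.8%) had Y-linked RNA, against 2480 of 7933 juvenile ECs (31.3%), so cells of male mice were not scarcer in this class than among all juvenile ECs.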

Analysis of isolated sample groups shows that rECs are rare in juvenile bone relative to adult samples (Fig. 2a,b). To validate this finding, we performed immunostaining of femur cryosections with a combination of antibodies against caveolin-1 (CAV1), VEGFR3 and endomucin. This approach distinguishes CAV1^+^VEGFR3^−^EMCN^−^ aECs, CAV1^−^VEGFR3^+^EMCN^+^ bmECs and CAV1^+^VEGFR3^−^EMCN^+^ rECs. The latter are located around adult but not juvenile trabecular bone (Fig. 2c,d). VEGFR3^−^EMCN^+^ rECs and VEGFR3^+^EMCN^+^ bmECs can be easily distinguished in the distal diaphysis and in the transition zone adjacent to the metaphysis in adult (22-week-old) and aged (55-week-old) mice (Extended Data Fig. 1a,b). VEGFR3^−^EMCN^+^ rECs emerge and expand gradually in the period between 3 weeks and 12 weeks after birth (Fig. 2d–g). In contrast to rECs, the mpECs of type H capillaries are abundant near the growth plate in 6-week-old femur but are strongly reduced at 22 or 55 weeks (Extended Data Fig. 1b). 

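Sox11 (chromosome 12, from 27334264 to 27342574) was near the limit of detection. Its level was 1.30 ± 2.59 CPM (SD, n = 4 libraries) in pEC-like cells and at most 0.728 ± 0.883 (n = 6) in the other classes. Before thinning, a UMI was present in 0.373% of the pEC-like cells (mean of these 4 libraries) and in 0% of the haematopoietic cells, and the highest class was mpEC-like in 2 libraries, aEC-like in 1 and pEC-like in 1. The gene did not pass the filter on low counts and was not tested, so a difference between classes was not detectable at this depth.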

The same analysis reveals that proliferating ECs (pECs) in the metaphysis express the transcription factor *Sox11* (Extended Data Fig. 1c,d). Type L bmECs are characterized by high levels of *Cxadr* transcripts encoding the CAR cell adhesion molecule. 

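Cxadr (chromosome 16, from 78301489 to 78359774), whose exons overlap those of Btg3 and Gm49590, had 264 ± 19.8 CPM (SD, n = 6 libraries) in bmEC-like cells and 20.5 ± 7.89 in rEC-like cells, the next highest class. Its log2 fold change over the mean of the other classes was 3.99 (standard error 0.11, adjusted p = 3.88e-22 in edgeR), and it was highest in bmEC-like cells in 6 of 6 libraries. Among thinned cells, 19.3% ± 1.51 of bmEC-like cells had a UMI, against 3.11% ± 2.61 of pEC-like cells, 2.20% ± 1.49 of rEC-like cells and 1.34% of the haematopoietic cells.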

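Madcam1 (chromosome 10, from 79664559 to 79668537) had 90.7 ± 52.7 CPM (SD, n = 6 libraries) in bmEC-like cells, from 27.8 to 154 in single libraries, and 4.69 ± 8.33 (n = 4) in pEC-like cells, the next highest class. The log2 fold change over the mean of the other classes was 5.18 (standard error 0.22, adjusted p = 1.49e-18 in edgeR), and bmEC-like cells were highest in 6 of 6 libraries. Few cells had a UMI of it at equal depth: 4.88% ± 2.89 of bmEC-like cells, at most 0.340% ± 0.361 of the cells of any other class, and 0% of the haematopoietic cells.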

Mucosal vascular addressin cell adhesion molecule 1 (MadCAM1) is another marker distinguishing bmECs from other subpopulations at both transcript and protein level (Extended Data Fig. 1c,e,f). These data show that postnatal bone growth involves a substantial expansion of the sinusoidal network in BM but also of type R capillaries around trabecular bone, whereas type H vessels gradually decline during the transition to adulthood (Extended Data Fig. 2a,b).

**Fig. 2:**
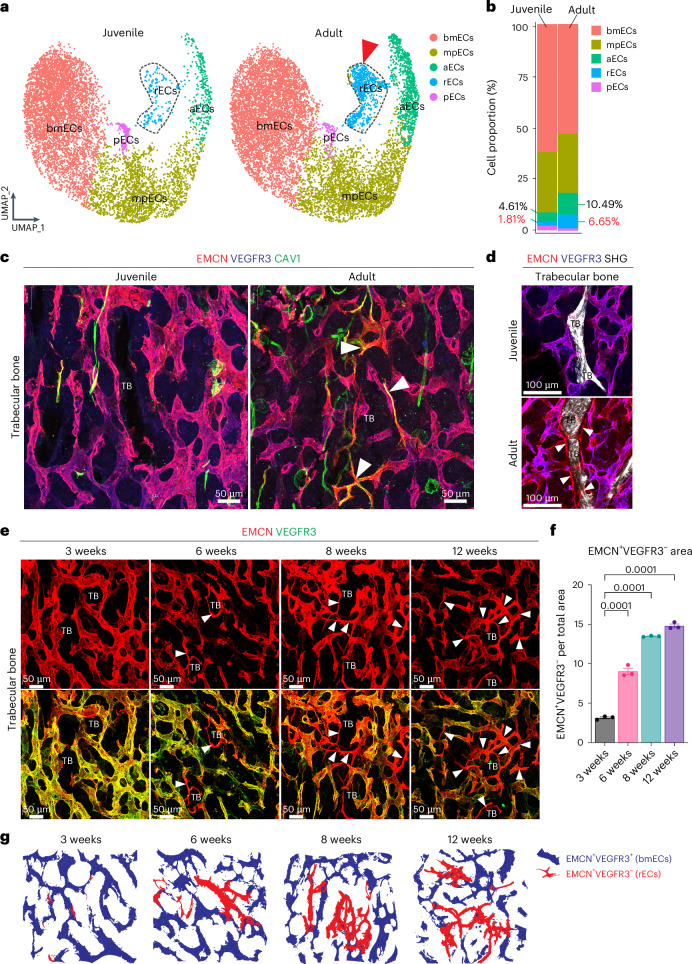
Identification of remodelling endothelial cells. **a**, UMAP plots showing colour-coded subclusters in juvenile and adult bone ECs. Dashed black line encompasses rEC clusters. Red arrowhead indicates expansion of type R ECs in adult. **b**, Bar plots showing colour-coded subclusters in juvenile and adult bone ECs. Relative representation (in %) of rECs and aECs is indicated. **c**, High-magnification images of femurs immunostained for EMCN (red), VEGFR3 (blue) and CAV1 (green) showing the emergence of EMCN^+^VEGFR3^−^CAV1^+^ (yellow) rECs (white arrowheads) around trabecular bone (TB). **d**, Two-photon microscopic image of immunostained EMCN^+^VEGFR3^−^ rECs (white arrowheads) around TB visualized by second-harmonic generation. **e**, Representative confocal images of 3-, 6-, 8- and 12-week-old femurs immunostained for EMCN (red) and VEGFR3 (green). White arrowheads indicate increasing age-dependent abundance of EMCN^+^VEGFR3^−^ rECs around TB. **f**, Quantitation of rECs (EMCN^+^VEGFR3^−^ area) showing the age-dependent increase in the 3-, 6-, 8- and 12-week-old TB relative to samples from 3 weeks. *n* = 3 mice per group. Mean ± s.e.m. *P* values, one-way analysis of variance (ANOVA). **g**, Schematic representation of type R capillary expansion in postnatal and adult long bone. Data in **a** show individual samples from different age groups, whereas **b** is based on integrated scRNA-seq data. Source data

### Location and origin of rECs

VEGFR3^−^EMCN^+^ type R vessels are located in the proximity of trabecular bone and seem substantially thinner than the surrounding VEGFR3^+^EMCN^+^ sinusoidal vasculature (Fig. 2e). Injection of high-molecular-weight (2,000 kDa) tetramethylrhodamine isothiocyanate (TRITC)-labelled dextran confirms that type R vessels are perfused (Fig. 3a). Furthermore, analysis of sectioned long bones from 12-week-old *Efnb2-H2BGFP* reporter mice expressing a fusion protein of nuclear histone H2B and green fluorescent protein (GFP) under control of the gene encoding ephrin-B2, an arterial marker, shows that *Efnb2*^*+*^EMCN^+^ type R vessels are connected to *Efnb2*^+^EMCN^−^ arterioles and represent post-arterial capillaries (Fig. 3b). Type R capillaries are associated with the extracellular matrix, as indicated by immunostaining for the fibrillar collagens 3 and 4 (Fig. 3c,d). Indicating that type R vessels are actively expanding in juvenile and young adult bone, rECs extend filopodial protrusions and express the proliferation marker Ki-67 (Fig. 3e,f).

**Fig. 3:**
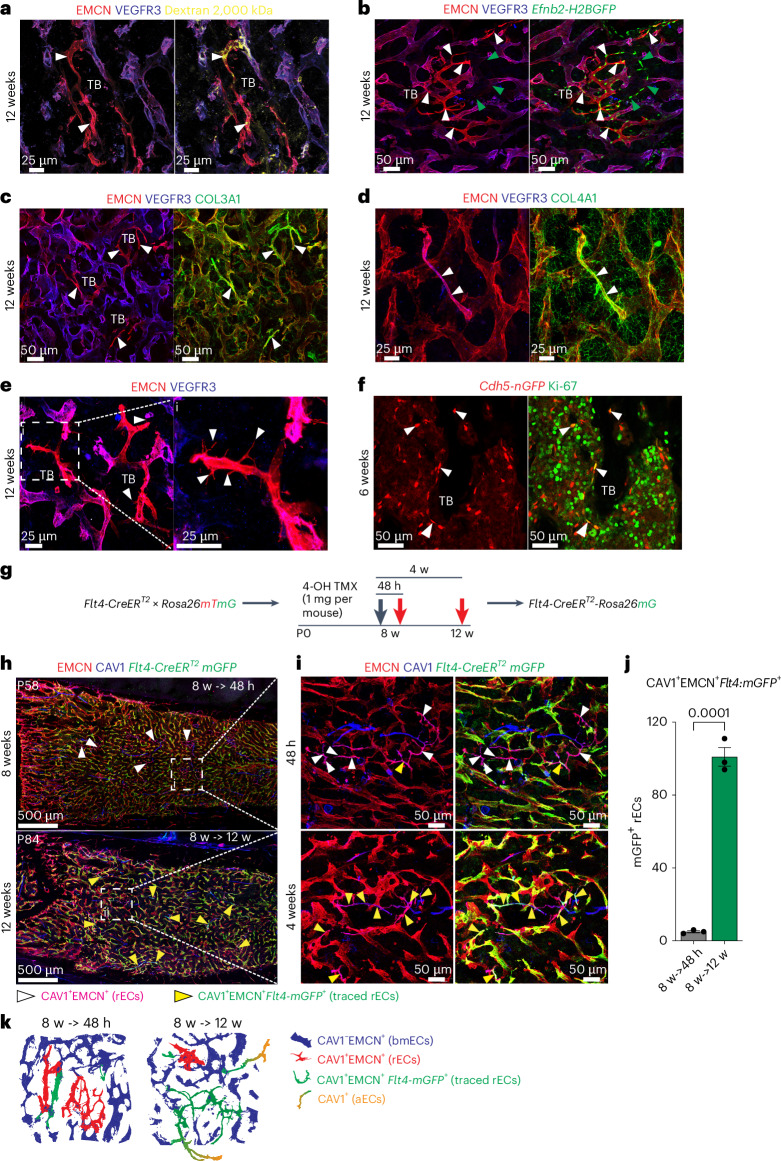
Properties and origin of type R capillaries. **a**, Perfusion of EMCN^+^VEGFR3^−^ type R capillaries (arrowheads) near TB demonstrated by injected 2,000 kDa TRITC dextran (yellow) in 12-week-old wild-type femur. **b**, Representative confocal images of 12-week-old *Efnb2-H2B-GFP* (green) femur section co-stained for EMCN (red) and VEGFR3 (blue). *Efnb2*^*+*^EMCN^*+*^ rECs (white arrowheads) are connected to *Efnb2*^*+*^EMCN^*−*^ arterioles and arteries (green arrowheads). **c**,**d**, Type III collagen (COL3A1) (**c**) and type IV collagen (COL4A1) (**d**) are tightly associated with EMCN^+^VEGFR3^−^ type R capillaries (arrowheads) in 12-week-old wild-type femur, whereas the surrounding sinusoidal vessels show a loose reticular fibre network. **e**, High-magnification images showing filopodia (arrowheads) extending from EMCN^+^VEGFR3^−^ rECs around 12-week-old TB. **f**, Proliferating rECs (white arrowheads) near 6-week-old TB. *Cdh5-mTnG* reporter (nGFP, red) shows EC nuclei co-stained with KI-67 (green). **g**, Scheme of genetic fate-mapping strategy. 4-OHT administration (1 mg per mouse) is indicated by black arrow and red arrows mark time points of analysis. **h**,**i**, Tile-scan confocal images (**h**) and higher magnification of insets (**i**) showing fate-tracked *Flt4-CreERT2 R26-mTmG* (GFP, green)-labelled ECs in femur at 8 weeks (48 h after Cre induction) and 12 weeks (4 weeks after Cre induction). White arrowheads indicate EMCN^+^CAV1^+^ rECs and yellow arrowheads mark GFP^+^ traced rECs. **j**, Quantitative analysis of GFP^+^ rECs (EMCN^+^CAV1^+^*FLT4-GFP*^+^) at 48 h and 4 weeks post-induction, respectively. *n* = 3 mice per group. Mean ± s.e.m. *P* values were obtained using an unpaired two-tailed *t*-test. **k**, Schematic illustration of genetic fate mapping of rECs in *Flt4-CreERT2 R26-mTmG* femur. Source data

Next, we investigated the origin of rECs in postnatal bone by conducting genetic fate tracking with tamoxifen-inducible Cre lines. Analysis of *Bmx-CreERT2*, a transgenic line expressed in arteries^20^, in combination with the *R26-mTmG* Cre reporter^21^ yields the expected GFP-labelling of aECs but does not cover type R capillaries (Extended Data Fig. 2c–e). Due to VEGFR3 (*Flt4*) expression in bmECs but not in arteries or rECs, we performed fate tracking with an *Flt4-CreERT2* allele^22^ (Fig. 3g). In 8-week-old animals and 48 h after 4-hydroxy-tamoxifen (4-OHT) administration, rECs display very limited GFP expression, whereas bmECs are abundantly labelled (Fig. 3g–i). Four weeks after 4-OHT at the age of 12 weeks, the proportion of GFP^+^-type R capillaries is strongly increased, indicating that rECs are derived from surrounding sinusoidal vessels (Fig. 3h–k). 

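In the single-cell data of the age groups, Aplnr had 57.3 ± 46.5 CPM (SD, n = 6 libraries) in aEC-like cells, with 112 and 110 CPM in the juvenile libraries, 46.0 and 60.6 in the adult libraries and 7.56 and 7.86 in the aged libraries. Its log2 fold change against the mean of the other classes was -3.62 in aEC-like cells (standard error 0.32, adjusted p = 1.09e-10 in edgeR). The level in rEC-like cells was above that in aEC-like cells by 3.37 (0.36, adjusted p = 9.45e-09). A UMI was present in 8.74% and 9.55% of thinned aEC-like cells in the juvenile libraries, 4.00% and 4.00% in the adult and 0.581% and 0.947% in the aged ones, against 2.90% of the haematopoietic cells of all ages.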

Apelin receptor (*Aplnr*) expression marks rECs and mpECs but is absent in CAV1^+^ arteries (Figs. 1e and 4a,b). Long-term fate tracking of recombined, GFP^+^ cells in *Aplnr-CreERT2* (ref. ^23^) mice shows that rECs contribute to CAV1^+^ arteries (Fig. 4a–d). Trajectory analysis of cells in our scRNA-seq data and pseudo-time analysis of marker genes is consistent with the conversion of *Flt4*^*+*^ bmECs into *Aplnr*^+^ rECs and also shows *C1qtnf9*^+^ rECs in proximity of *Bmx*^+^aECs (Extended Data Fig. 3a–d). 

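The paper ordered cells with Monocle 2, which was not used here. Instead, the nearest neighbours of rEC-like cells outside their own class were counted in the space of the integrated principal components, among the 20 nearest cells of all 6 libraries. Cells without a name were left out of these neighbours, so the bmEC-like share does not cover them. After thinning, 59.4% of them had a UMI of Stab2 and 33.3% one of Flt4, as means over the libraries. Between 42 and 226 such neighbours were counted per library of the rEC-like cells. BmEC-like cells were 5.30% ± 4.75 (SD, n = 6 libraries) of them, against 54.4% of all named cells outside the class in the 6 libraries, a ratio of 0.0973 ± 0.0872. MpEC-like cells were 55.6% ± 10.2 against 29.6%, a ratio of 1.88 ± 0.345, and aEC-like cells were 37.8% ± 7.63 against 14.2%, a ratio of 2.66 ± 0.537. All of these ratios lay on the same side of 1 in 6 of 6 libraries (exact two-sided sign test, p = 0.03125, the smallest that 6 libraries allow), and for pEC-like cells the ratio of 0.713 ± 1.75 was not different from 1 (exact sign test, p = 0.219). The sign test takes the libraries as independent, which they are not. They share the integrated space, and the 2 libraries of a group come from pooled animals. The ratio for mpEC-like cells was higher than that for aEC-like cells in 2 of 6 libraries. Without integration, the ratio for aEC-like cells was 2.45, and that for pEC-like cells changed direction, to 1.15. In a diffusion pseudotime over 10 components with its root among the bmEC-like cells, the mean of the library medians was 0.0287 ± 0.00653 for bmEC-like, 0.226 ± 0.00467 for mpEC-like, 0.376 ± 0.0289 for aEC-like, 0.428 ± 0.0335 for rEC-like and 0.599 ± 0.106 for pEC-like cells. RNA at 1 time point per mouse orders cells by similarity and gives no direction of conversion. The paper proposes that its trajectory fits a conversion of Flt4-positive bmECs into Aplnr-positive rECs. Its fate tracking of labelled cells in mice, on which it bases the origin of rECs from sinusoidal vessels, was not analysed here.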

The sum of this data defines major bone EC subpopulations with distinct molecular profiles (Extended Data Fig. 3e).

**Fig. 4:**
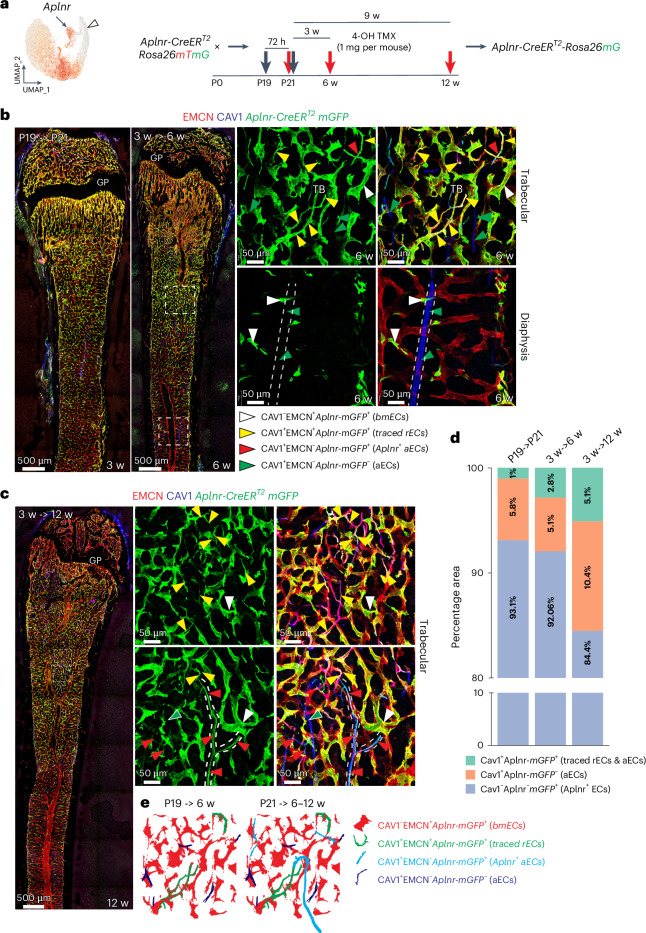
Fate mapping of *Aplnr*^+^ ECs. **a**, UMAP plot (derived from integrated scRNA-seq data of all age groups) illustrating *Aplnr* expression in rECs (arrow) but not aECs (arrowhead). Scheme of genetic fate-mapping strategy with *Aplnr-CreERT2* mice. 4-OHT administration (1 mg per mouse) is indicated by black arrows and red arrows mark time points of analysis. **b**,**c**, High-resolution confocal images and tile-scan overview images of fate-tracked *Aplnr-CreERT2 R26-mTmG* (GFP, green) ECs in femur at 3 weeks (72 h after 4-OHT administration and Cre activation), 6 weeks (3 weeks after Cre activation) (**b**) and at 12 weeks (9 weeks after Cre activation) (**c**). Small panels show higher magnifications of TB and diaphyseal area. White arrowheads mark GFP^+^EMCN^+^ bmECs, yellow arrowheads GFP^+^CAV1^+^EMCN^+^ rECs, green arrowheads GFP^−^CAV1^+^ aECs and red arrowheads fate-tracked GFP^+^CAV1^+^EMCN^−^ ECs inside arteries. White dashed lines in **b** and **c** indicate arteries and arterioles. **d**, Bar plots showing the proportion of area covered by CAV1^+^GFP^+^ rECs and aECs, CAV1^+^GFP^−^ aECs and CAV1^−^GFP^+^ ECs at P21, 6 weeks and 12 weeks post-induction. **e**, Schematic illustration of genetic fate mapping of rECs in *Aplnr-CreERT2 R26-mTmG* femur. Source data

### Type R capillaries are associated with remodelling bone

Immunostaining shows that type R capillaries are located around trabecular bone in adult (12-week-old) but not in 3-week-old femur (Fig. 5a,b and Extended Data Fig. 4a). Notably, type R vessels are positioned near RUNX2^+^ and OSTERIX^+^/*Sp7-mCherry*^+^ osteoprogenitor cells but also close to mature osteoclasts expressing vacuolar ATPase (Fig. 5a–f and Extended Data Fig. 4b,c). Double-fluorescence bone labelling by consecutive injection of Calcein green and Alizarin Red supports that trabecular bone is actively remodelling in young adult mice, suggesting that type R vessels might participate in this process (Extended Data Fig. 4d).

**Fig. 5:**
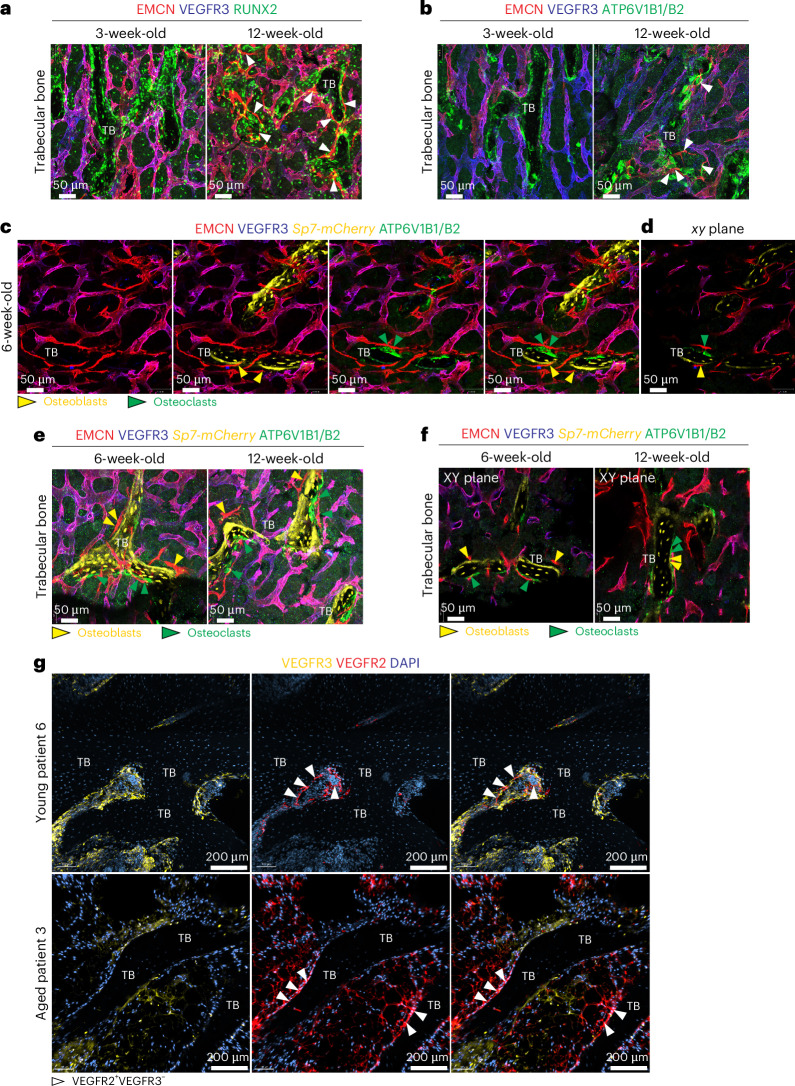
Coupling of rECs and remodelling bone. **a**,**b**, High-resolution confocal images showing EMCN^+^VEGFR3^−^ rECs (arrowheads) around TB in relation to RUNX2^+^ osteoprogenitors (green) (**a**) and ATP6V1B1/B2^+^ osteoclasts (green) (**b**). **c**,**d**, Maximum-intensity projection showing *Sp7-mCherry*^*+*^ osteoblasts (yellow) and ATP6V1B1/B2^+^ osteoclasts (green) in in relation to EMCN^+^VEGFR3^−^ rECs around 6-week-old femoral TB (**c**). Single *xy* plane (**d**). Green arrowheads mark rECs near osteoclasts and yellow arrowheads near osteoblasts. **e**,**f**, Distribution of EMCN^+^VEGFR3^−^ type R vessels in relation to *Sp7-mCherry*^*+*^ osteoblasts (yellow arrowheads) and ATP6V1B1/B2^+^ osteoclasts (green arrowheads) around 6-week-old and 12-week-old TB (**e**). Isolated *xy* plane (**f**). **g**, Confocal images showing VEGFR3^−^VEGFR2^+^ ECs (white arrowheads) around TB in young and aged patient samples. VEGFR3 (yellow), VEGFR2 (red) and nuclei (DAPI, blue). DAPI, 4,6-diamidino-2-phenylindole.

Examination of human biopsy samples from adolescent patients shows that type R-like VEGFR2^+^VEGFR3^−^ ECs are located near the bone surface and surrounded by sinusoidal VEGFR2^+^VEGFR3^+^ vessels (Fig. 5g and Extended Data Fig. 5a). VEGFR2^+^VEGFR3^−^ ECs are also visible near trabecular bone in elderly patients, despite a different appearance of the adjacent, adipocyte-rich marrow (Fig. 5g and Extended Data Fig. 5b).

Sexual dimorphism is very pronounced in the skeletal system and loss of trabecular bone during adult life and ageing is much greater in female mice^24^. Immunostaining of EMCN^+^VEGFR3^−^ type R vessels in 12-week-old adult bone reveals a higher abundance of type R vessels in males relative to females, which correlates with trabecular bone abundance (Extended Data Fig. 5c–e). Thus, type R vessel abundance might be linked to the sexual dimorphism of bone.

### Loss of *Dach1* affects type R vessels and trabecular bone

scRNA-seq analysis shows that transcripts encoding the transcription factor DACH1 (dachshund family transcription factor 1), a regulator of coronary artery growth^25,26^, are sparsely expressed in many organs (Extended Data Fig. 6a). In contrast, *Dach1* expression is enriched in rECs, which is confirmed by immunostaining of femur sections (Fig. 6a,b). 

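Dach1 (chromosome 14, from 97786853 to 98169765) had 91.3 ± 59.9 CPM (SD, n = 6 libraries) in rEC-like cells of the age groups, with 76.8 and 32.8 in the juvenile, 56.4 and 50.4 in the adult and 179 and 153 in the aged libraries. The next highest class was aEC-like, with 12.1 ± 8.87 CPM. Its log2 fold change over the mean of the other classes was 5.27 (standard error 0.17, adjusted p = 1.00e-20 in edgeR) and against aEC-like cells alone 2.96 (0.16, adjusted p = 6.25e-15), and the gene was highest in rEC-like cells in 6 of 6 libraries. At equal depth, 8.82% ± 7.03 of rEC-like and 1.49% ± 1.17 of aEC-like cells had a UMI of Dach1, against 0.223% of the haematopoietic cells. Before thinning, the shares were 21.8% of rEC-like, 4.08% of aEC-like and 7.68% of the haematopoietic cells. The aEC-like share was thus below the haematopoietic one before thinning and above it at equal depth, so its place against this background depends on the depth. The rEC-like share was above it in both.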

We generated EC-specific *Dach1* loss-of-function mutants by combining the *Cdh5-CreERT2* transgene^27^ with loxP-flanked (conditional) *Dach1* alleles^25^. Following postnatal administration of tamoxifen, analysis of *Dach1*^iΔEC^ mutants at 12 weeks shows a reduction of the EMCN^+^ total area, CAV1^+^ arteries as well as VEGFR3^−^EMCN^+^ and CAV1^+^EMCN^+^ type R capillaries (Fig. 6c–e). The density of vessels in retina and intestine remains unaffected (Extended Data Fig. 6b–e). *Dach1*^iΔEC^ mutant intestine, however, shows a reduction of villus size and therefore of total vascular area per villus (Extended Data Fig. 6d,e).

**Fig. 6:**
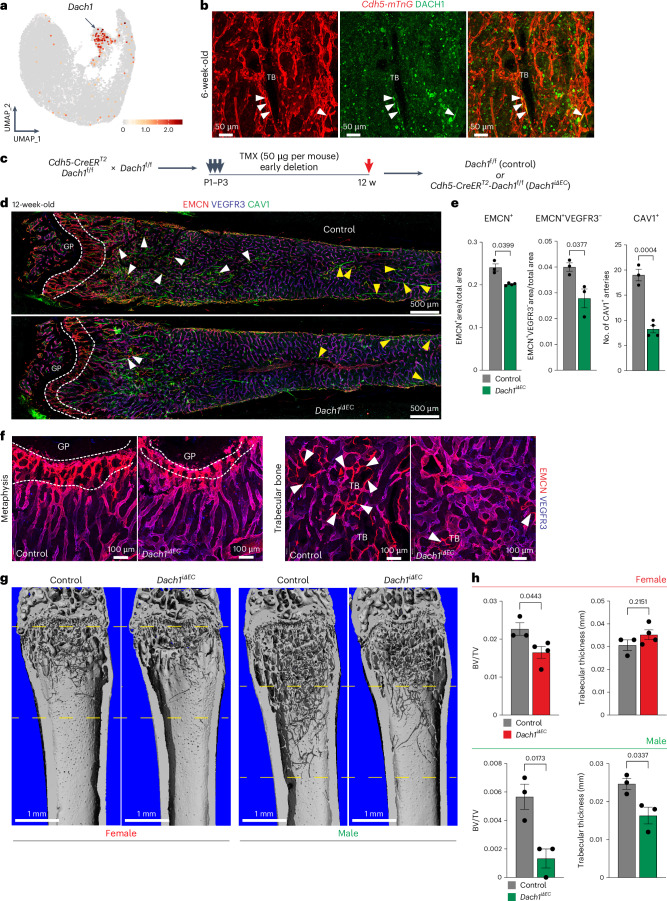
Loss of *Dach1* reduces rEC number and trabecular bone. **a**, UMAP plot (integrated scRNA-seq dataset of all age groups) showing *Dach1* expression in rECs (arrow). Colour bar illustrates the expression level. **b**, Representative confocal images of DACH1 immunostaining (green) in 6-week-old *Cdh5-mTnG* (red) reporter femur. DACH1^*+*^ rECs near TB (green) are marked by white arrowheads. **c**, Scheme of tamoxifen-induced EC-specific *Dach1* inactivation. **d**, Tile-scan confocal images of EMCN^+^VEGFR3^−^CAV1^+^ rECs (white arrowheads) and EMCN^−^VEGFR3^−^CAV1^+^ aECs (yellow arrowheads) in 12-week-old *Dach1*^iΔEC^ loss-of-function and littermate control femur. Growth plate (GP) is indicated. **e**, Quantitation of EMCN^+^ vessel density, EMCN^+^VEGFR3^−^ vessel density, and number of CAV1^+^ arteries in 12-week-old *Dach1*^iΔEC^ and control femur (*n* = 3–4 female mice per group). Mean ± s.e.m. *P* values, unpaired two-tailed *t*-test. Emcn^+^ vessel density plotted with Welch’s correction. **f**, High-magnification images of metaphysis near GP (left) and of EMCN^+^VEGFR3^−^ vessels (white arrowheads; right) around TB in 12-week-old male *Dach1*^iΔEC^ and control femurs. White dashed lines in **d** and **f** indicate type H area. **g**, Representative 3D reconstruction of µCT measurements of 12-week-old *Dach1*^iΔEC^ and control femoral bone. Dashed yellow lines indicate area analysed. **h**, Quantitation shows relative bone volume, represented as bone volume/tissue volume (BV/TV) and trabecular thickness (per mm) (*n* = 3–4 female mice per group and *n* = 3 male mice per group). Mean ± s.e.m. *P* values were plotted using an unpaired two-tailed *t*-test. Source data

Immunostaining of bone sections confirms that EC-specific loss of *Dach1* leads to a strong reduction of type R capillaries. Residual *Dach1*^iΔEC^ VEGFR3^−^EMCN^+^ vascular structures resemble sinusoidal vessels and lack the slender morphology of normal type R capillaries (Fig. 6d–f). *Dach1* loss of function also leads to a reduction of type H capillaries in proximity of the growth plate (Fig. 6f). Analysis of trabecular bone by micro-computed tomography (µCT) shows a decrease in mutant bone volume relative to tissue volume, which is much more pronounced in *Dach1*^iΔEC^ males. Trabecular bone thickness is only reduced in male but not in female mutants relative to sex-matched littermate controls (Fig. 6g,h). Bone loss in *Dach1*^iΔEC^ males is accompanied by a shortening of the region containing trabecular bone, an increase in the number of vATPase^+^ osteoclasts and reduction of OSX^+^ cells. However, connectivity density and cortical thickness remain unaffected relative to control (Extended Data Fig. 6f–i). Consistent with a role of DACH1 in artery and type R vessel specification, siRNA-mediated knockdown of the transcription factor in cultured human umbilical vein endothelial cells (HUVECs) reduces the expression of multiple arterial markers, including the Notch ligand Delta-like 4 (*DLL4*) (Extended Data Fig. 6j,k).

### DACH1 overexpression expands type R vessels and arteries

Next, we generated gain-of-function mutants (*Dach1*^OE^) overexpressing DACH1 in ECs under control of the *Aplnr-CreERT2* line^23,26^ (Fig. 7a). Following postnatal tamoxifen administration, *Dach1*^OE^ femurs show a notable expansion of CAV1^+^ arteries and type R vessels at postnatal day (P) 30 (Fig. 7b–d). *Dach1*-induced premature formation of type R vessels is most prominent in the distal diaphysis, a region that is normally devoid of trabecular bone (Fig. 7b,c). Analysis of mineralized bone by µCT shows an increase in trabecular bone number, volume relative to tissue volume and connectivity density, changes that are most obvious for the *Dach1*^OE^ distal diaphysis. In contrast, cortical bone thickness is not significantly altered (Fig. 7e,f). Immunostaining confirms the expansion of OSX^+^ cells associated with trabecular bone in the *Dach1*^OE^ distal diaphysis. The area covered by vATPase^+^ osteoclasts is also increased, indicating active bone turnover (Extended Data Fig. 7a–c). Double-fluorescence bone labelling by consecutive injection of Calcein green and Alizarin Red shows increased trabecular mineral apposition rates (MARs) and bone formation rates in *Dach1*^OE^ mutants relative to control littermates, whereas MAR of the compact bone remains unchanged (Extended Data Fig. 7d–f). These results demonstrate that *Dach1* overexpression in *Aplnr*^+^ ECs induces the expansion of arteries and type R capillaries, leading to increased trabecular bone formation.

**Fig. 7:**
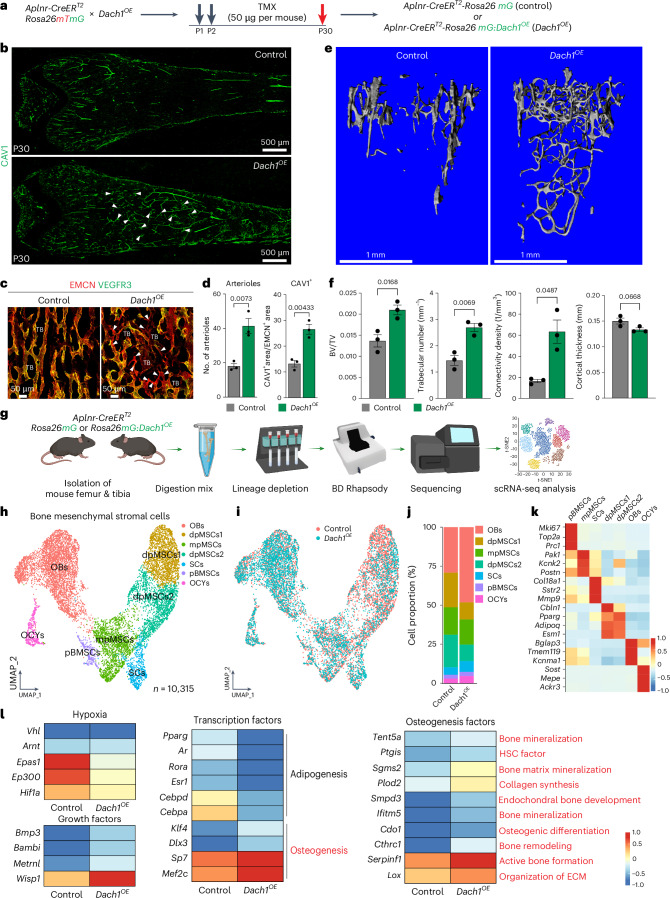
EC-specific Dach1 overexpression enhances trabecular bone formation. **a**, Schematic representation of tamoxifen-inducible *Dach1* overexpression in *Aplnr*^*+*^ ECs. **b**, Tile-scan confocal images showing expansion of CAV1 (green, white arrowheads) immunostained arteries and type R capillaries in the Dach1 gain-of-function (*Dach1*^OE^) femur relative to littermate control at postnatal day 30 (P30). **c**, High-magnification confocal images of EMCN (red) and VEGFR3 (green) immunostained femurs showing the expansion of type R capillaries near TB in *Dach1*^*OE*^ mutants relative to littermate control. White arrowheads indicate type R capillaries. **d**, Quantitation of arteries/arterioles and CAV1^+^ area in control and *Dach1*^*OE*^ mutants. *n* = 3 mice per group. Mean ± s.e.m. *P* values were obtained by unpaired two-tailed *t*-test. **e**, Representative three-dimensional (3D) reconstruction of µCT measurements of P30 *Dach1*^*OE*^ and control femoral TB. **f**, Quantitation of parameters: bone volume/tissue volume (BV/TV), trabecular number represented by number of trabeculae per millimetre, connectivity density (connectivity density per cubic millimetre) and cortical thickness (mm). *n* = 3 mice per group. Mean ± s.e.m. *P* values were obtained by an unpaired two-tailed *t*-test. **g**, Schematic overview of scRNA-seq workflow for non-haematopoietic cells from *Dach1*^*OE*^ and littermate control long bone. **h**,**i**, UMAP plots of BMSCs (*n* = 10,315) with colour-coded subclusters, namely osteoblasts (OBs), osteocytes (OCYs), septoclasts (SCs), proliferating BMSCs (pBMSCs), mpMSCs and dpMSCs (dpMSCs1 and dpMSCs2) (**h**). UMAP distribution of *Dach1*^OE^ and control BMSCs, as indicated by colour (**i**). **j**, Bar plots showing proportion of cells in *Dach1*^OE^ and control BMSC subclusters. **k**, Heatmap showing the top three marker genes for each BMSC subcluster. **l**, Heatmap illustrating differentially expressed genes in *Dach1*^OE^ and control BMSCs related to hypoxia, growth factors, adipogenic and osteogenic transcription factors, and regulators of osteogenesis. Texts in red are the areas of interest. Colour bars in **k** and **l** illustrate the expression level (log_2_ fold change). Data in **h**–**l** are derived from an integrated scRNA-seq dataset of two conditions. Source data

To gain deeper insight into the alterations induced in *Dach1*^OE^ mutants, we performed scRNA-seq analysis of non-haematopoietic cells from long bone at P30 (Fig. 7g). *Dach1* overexpression in ECs increases the fraction of osteoblasts, whereas metaphyseal mesenchymal stromal cells (mpMSCs), which are similar to previously reported osteogenic Osteo-CAR/OLC cells^28,29^, are not substantially changed (Fig. 7h–k). Diaphyseal mesenchymal stromal cells (dpMSCs), which are sinusoidal vessel-associated bone mesenchymal stromal cells (BMSCs) similar to the previously reported Adipo-CAR/Lepr-MSC cells^28,29^, are reduced (Fig. 7h–k). *Dach1*^OE^ BMSCs as a whole show upregulation of transcription factors associated with osteogenesis, such as OSTERIX (encoded by the *Sp7* gene) and MEF2C (*Mef2c*), whereas PPARG (peroxisome proliferator activated receptor-γ, *Pparg*) and other regulators of adipogenesis are downregulated (Fig. 7l).

### Metabolic and angiocrine roles of type R vessels

Previous work has established that large parts of BM are highly hypoxic with the exception of the metaphysis and the endosteal region at the inner cortical bone surface^2,30^. Low oxygen tension and hypoxia-inducible factor (HIF) signalling are important for the localization and function of haematopoietic stem cells but also regulate osteoclast properties and their resorptive activity^31–33^. In addition, appropriate oxygenation is important for osteogenesis, as both low and high levels of oxygen can inhibit this process^34–36^. Type R vessel formation during postnatal development coincides with changes in tissue oxygenation. Hypoxia-inducible factor 1α (HIF1α) immunostaining in sections shows strong signals in 6-week-old murine femoral trabecular bone where it partially overlaps with *Sp7-mCherry* expression. In the equivalent region of 12-week-old mice, type R vessels are present and HIF1α staining is strongly diminished (Extended Data Fig. 7g). Further arguing for a role of type R post-arterial capillaries in local oxygenation, immunostaining for the hypoxia-controlled gene products glucose-6-phosphate Isomerase (GPI), ecto-5′-nucleotidase (CD73) and haem oxygenase-1 (Hmox1) is higher in and around trabecular bone in juvenile compared with adult femur (Extended Data Fig. 7h).

Arguing that tissue oxygenation is increased after EC-specific *Dach1* overexpression, *Hif1a*, *Epas1* (HIF2α) and *Ep300*, which encodes the p300 histone acetyltransferase and transactivator of HIF signalling^37,38^, are downregulated in *Dach1*^OE^ BMSCs relative to control (Fig. 7l). Furthermore, transcripts associated with osteogenic differentiation, bone development, extracellular matrix and bone mineralization are increased in BMSCs after EC-specific *Dach1* overexpression (Fig. 7l).

The analysis of EC subpopulations in *Dach1*^*OE*^ mutants and littermate controls reveals the same clusters seen in our data of FACS-isolated bone ECs, encompassing metaphyseal mpECs (type H), diaphyseal bmECs (type L), proliferating pECs, arterial aECs and type R rECs (Extended Data Fig. 7i–m and Fig. 1a–c). Consistent with the observed increase in CAV1^+^ vessels (Fig. 7b), *Dach1*^+^ ECs are strongly enriched in the *Dach1*^OE^ mutant aEC and rEC clusters. In addition, a large fraction of *Dach1*^+^ cells is retained in the bmEC subcluster, which might reflect incomplete or ongoing conversion into rECs/aECs (Extended Data Fig. 7l). Alternatively, not all bmECs might be able to become arteries and post-arterial capillaries.

Our scRNA-seq data shows that *Dach1* overexpression lowers the expression of *Hif1a* and *Angptl4* (encoding angiopoietin-like protein 4), which is another hypoxia-inducible gene^39^, in *Dach1*^OE^ ECs. Conversely, genes related to better tissue oxygenation, namely *Egfl7* (epidermal growth factor-like domain 7) and *Eln* (elastin), are upregulated in *Dach1*^OE^ ECs (Extended Data Fig. 7n). Likewise, *Dach1*^OE^ femurs show a profound reduction of HIF1α immunostaining around trabecular bone but also in the adjacent BM and metaphysis (Extended Data Fig. 7o). Expression of several bmEC markers, such as *Stab2*, *Flt4* and *Gpr182*, is decreased in *Dach1*^OE^ ECs, whereas arterial markers, such as transcripts for the transcription factor Sox17, the receptor Notch4 and the ligand Delta-like 4 (*Dll4*), are increased (Extended Data Fig. 8a,b). Increased Dll4 expression in the *Dach1*^OE^ vasculature is confirmed by immunostaining (Extended Data Fig. 8c). Conversely, EC-specific deletion of *Dll4* following postnatal administration of tamoxifen at 6 weeks, a period of active type R vessel expansion, leads to profound reduction of EMCN^+^VEGFR3^−^ type R vessels and CAV1^+^ arteries at 12 weeks (Extended Data Fig. 8d–g).

We also investigated whether rECs might control bone turnover through the release of paracrine acting molecules. 

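In the sums per class of the 6 juvenile, adult and aged libraries, Cxcl12 (chromosome 6, from 117168535 to 117181367) had 1406 ± 702 CPM (SD, n = 6 libraries) in rEC-like cells, 2358 ± 399 in aEC-like cells and 407 ± 338 in mpEC-like cells. Its log2 fold change in rEC-like cells over the mean of the other classes was 2.54 (standard error 0.24, adjusted p = 7.81e-10 in edgeR), and against aEC-like cells it was -0.88 (0.30, adjusted p = 0.0340). Edn1 (chromosome 13, from 42301476 to 42307990), whose exons overlap those of Gm47118, had 105 ± 42.1 CPM in rEC-like and 135 ± 21.9 in aEC-like cells, with changes of 3.34 over the mean of the others (0.19, adjusted p = 4.24e-15) and of -0.38 against aEC-like cells (0.16, adjusted p = 0.0900). Bmp6 (chromosome 13, from 38345107 to 38500302), whose exons overlap those of Txndc5, was sparse, with 7.21 ± 6.15 CPM in rEC-like and 6.58 ± 4.19 in aEC-like cells, a change of 3.93 over the mean of the others (0.51, adjusted p = 5.10e-07) and of 0.24 against aEC-like cells (0.34, adjusted p = 0.702). The class with the highest level was aEC-like in 6 of 6 libraries for Cxcl12 and in 4 for Edn1, and rEC-like in 4 for Bmp6. In thinned rEC-like cells, 55.4% ± 13.8 had a UMI of Cxcl12, 7.23% ± 3.21 of Edn1 and 1.17% ± 0.988 of Bmp6, against 6.01%, 0.668% and 0% of the haematopoietic cells.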

The analysis of our scRNA-seq data indicated high rEC expression of secreted factors associated with osteoclast or osteoblast function, such as the chemokine Cxcl12 (ref. ^40^), endothelin 1 (ref. ^41^) or bone morphogenetic protein 6 (BMP6)^42^, but also of other molecules that are less established as regulators of osteogenesis (Extended Data Fig. 8h). 

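Of the further secreted factors, Sema7a (chromosome 9, from 57940112 to 57962865) had 102 ± 56.2 CPM (SD, n = 6 libraries) in rEC-like, 103 ± 55.9 in mpEC-like and 196 ± 40.6 in aEC-like cells. Its log2 fold change was 1.36 over the mean of the other classes (standard error 0.17, adjusted p = 1.52e-07 in edgeR), -0.99 against aEC-like cells (0.17, adjusted p = 3.56e-05) and 0.07 against mpEC-like cells (0.17, adjusted p = 0.816). Pdgfd (chromosome 9, from 6168584 to 6378850) had 79.3 ± 15.4 CPM in rEC-like, 56.3 ± 17.2 in mpEC-like and 182 ± 20.4 in aEC-like cells, a change of 0.87 over the mean of the others (0.14, adjusted p = 1.05e-05) and of -1.17 against aEC-like cells (0.14, adjusted p = 1.18e-07). Both were highest in aEC-like cells in 6 of 6 libraries. Ntf3 (chromosome 6, from 126101412 to 126166910) had 37.5 ± 13.4 CPM in rEC-like cells and at most 1.11 ± 1.20 in any other class, a change of 6.81 (0.34, adjusted p = 3.43e-15), and was highest in rEC-like cells in 6 of 6 libraries. Among thinned rEC-like cells, 11.1% ± 5.71 had a UMI of Sema7a, 7.78% ± 1.87 of Pdgfd and 4.51% ± 1.66 of Ntf3, against 1.56%, 0.445% and 0.223% of the haematopoietic cells.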

We tested semaphorin 7A (*Sema7a*), platelet-derived growth factor D (*Pdgfd*), neurotrophin 3 (*Ntf3*) and complement C1q and tumour necrosis factor-related protein 9 (*C1qtnf9*) in cell culture. Treatment of human MSCs with recombinant PDGFD or SEMA7a enhances osteogenic differentiation, as indicated by increased Alizarin Red-positive calcified nodules (Extended Data Fig. 8i,j). Conversely, the differentiation of BM-derived cells into osteoclasts is improved by SEMA7a, NTF3 and PDGFD (Extended Data Fig. 8k,l). Based on these data, type R vessels might influence bone remodelling through secreted factors in addition to metabolic regulation of perivascular cell populations.

### Type R vessels in therapeutic and age-related remodelling

Our previous work has shown that the vasculature of long bones undergoes striking changes during adulthood and ageing^2^. 

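In the aged libraries, 18.7% (418 of 2231 cells, 95% Clopper-Pearson interval 17.1 to 20.4) and 19.2% (443 of 2311, 17.6 to 20.8) of the ECs were rEC-like, a mean of 19.0% ± 0.306 (SD, n = 2 libraries). The share was 2.84 times that of the adult libraries, a difference of 12.3 percentage points and a log2 fold change in cell number of 1.50 (standard error 0.03, adjusted p = 7.63e-17 in edgeR). An exact two-sided permutation test on these shares cannot go below p = 0.333. Over the alternatives, TMM factors among them, the log2 fold change ran from 0.85 to 2.15. The 3 rEC-like clusters were all larger in aged bone, with 12.9%, 4.48% and 1.59% of the ECs. The aged cells were deeper, so the definition by Cav1, Emcn and no Flt4 was also applied to cells thinned to equal depth. With it the share was 14.8% ± 0.579 in the aged libraries, a difference of 4.78 points from the adult ones, which was the largest move among the settings tried.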

Analysis by scRNA-seq of ECs sorted from aged (75-week-old) long bone reveals that rECs are increased relative to adult samples (Fig. 8a,b). Immunostaining shows that trabecular bone at 75 weeks remains surrounded by EMCN^+^VEGFR3^−^ type R vessels in close association with RUNX2^+^ osteoprogenitors and vATPase^+^ osteoclasts (Fig. 8c). Thinning of cortical bone and increased cortical porosity are hallmarks of bone ageing both in humans and mice, which predominantly affects females^43,44^. Notably, cortical bone pores are associated with vascular growth (Fig. 8d–f,h). The vessels inside porous cortical bone exhibit hallmarks of type R capillaries, namely expression of EMCN but not VEGFR3 as well as association with RUNX2^+^ osteoprogenitors and vATPase^+^ osteoclasts (Fig. 8d,e). The abundance of type R ECs is not only increased by ageing but also by anti-osteoporosis treatments (Extended Data Figs. 9a–e and 10a,b). 

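The treated mice were 12 weeks old by their labels, and by the methods they received 100 µg/kg parathyroid hormone (PTH) daily or 2 mg/kg alendronate every other day. Each treatment has 2 libraries, compared here with the 2 adult libraries of the age groups, whose labels name no treatment and do not say whether the mice received PBS. The PTH and alendronate comparisons share these adult libraries and are not independent. The PTH libraries held 10653583 UMIs in 2193 barcodes and 28419323 in 7805, and the alendronate libraries 23326655 in 6195 and 22904064 in 6119. After the filter, 9771 PTH and 11902 alendronate cells remained, with medians of 4154 and 3169 UMIs in the PTH libraries and 3311 and 3270 in the alendronate libraries. PTH replicate 1 has no cell with fewer than 1180 genes, unlike the other libraries, whose tables list cells with 43 genes or fewer. The adult, PTH and alendronate libraries were integrated and clustered apart from the age groups, in the same way, and the 9371 PTH ECs and 11274 alendronate ECs were named by the same rule.
With PTH, 7.35% (95% Clopper-Pearson interval 6.25 to 8.57) and 11.2% (10.4 to 11.9) of the ECs were rEC-like, a mean of 9.25% ± 2.69 (SD, n = 2 libraries), against 6.86% ± 0.165 in the adult libraries in this clustering. The log2 fold change was 0.51 (standard error 0.19, adjusted p = 0.0569 in edgeR), just short of the threshold, and 0.46 in DESeq2 (adjusted p = 0.0294). The exact two-sided permutation p is 0.333. The difference of 2.39 percentage points was 4.29 without PTH replicate 1 (adjusted p = 4.23e-08 in edgeR) and 0.484 without PTH replicate 2 (adjusted p = 0.454 in edgeR). PTH replicate 1 lacks shallow cells. With its lowest totals of UMIs and genes as a floor for every library, a setting chosen after seeing the data, the rEC-like shares were 7.35% and 9.27% with PTH against an adult mean of 4.08%, a difference of 4.22 points (adjusted p = 8.16e-08 in edgeR). The largest value among the settings was 6.92 points, from the combination of Cav1, Emcn and no Flt4 in thinned cells. Much of that rise lay outside the rEC-like cells, as the share with the combination among the other classes rose from 7.62% to 14.5%, and rEC-like cells made up 17.8% and 26.4% of the cells with it in the PTH libraries against 28.6% and 29.0% in the adult ones. The smallest apart from leaving out a library was 1.67 points at a resolution of 0.8, and with TMM factors over the classes the log2 fold change was -0.06. Of the 2 rEC-like clusters, the one led by Tagln, Vwf and Fmo2 made up 5.57% and 5.98% of the PTH libraries against 2.27% of the adult ones (log2 fold change 1.35, standard error 0.12, adjusted p = 0.00258 in edgeR), and the one led by Timp4, Aqp7 and Car4 1.78% and 5.18% against 4.59% (-0.37, 0.49, adjusted p = 0.490). BmEC-like cells fell from 49.4% ± 0.201 to 28.6% ± 3.48 with PTH, and mpEC-like cells rose from 29.2% ± 0.264 to 41.5% ± 0.283. The paper states that both treatments, like ageing, increase type R ECs.

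**Figure D3:**
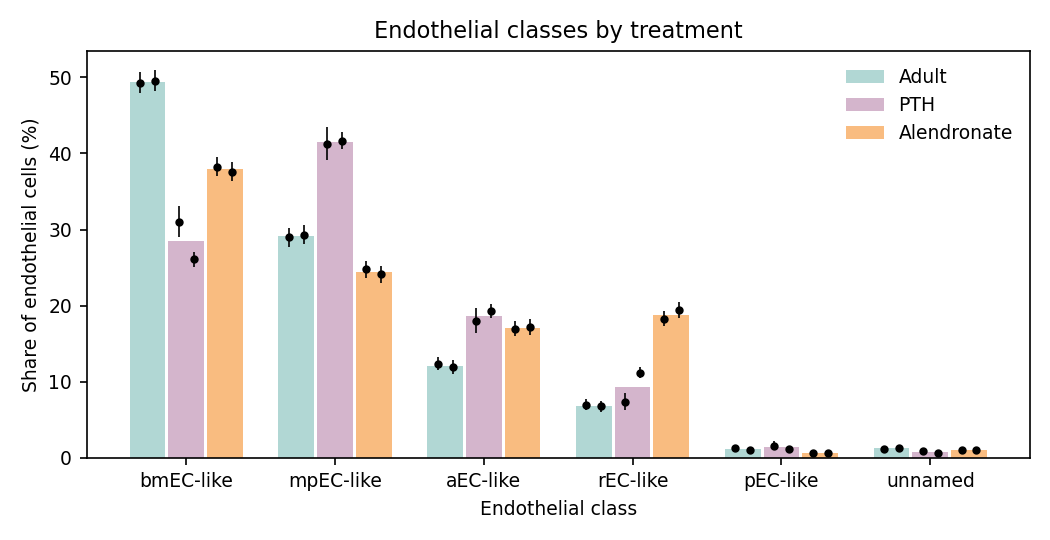
Share of the ECs (%) in each class in adult, PTH and alendronate libraries, with bars for the mean of 2 libraries, points for the libraries and error bars for the 95% Clopper-Pearson interval of each library. The rEC-like points are 7.35% and 11.2% with PTH and 18.3% and 19.4% with alendronate.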

Administration of the bisphosphonate alendronate, a potent inhibitor of osteoclast-mediated bone resorption^45^, results in strong increases of trabecular bone thickness, connectivity density and bone volume over tissue volume (BV/TV) (Extended Data Fig. 10a). 

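With alendronate, 18.3% (95% Clopper-Pearson interval 17.3 to 19.3) and 19.4% (18.4 to 20.4) of the ECs were rEC-like, a mean of 18.8% ± 0.772 (SD, n = 2 libraries). In the adult libraries of the same clustering it was 6.98% (6.31 to 7.69) and 6.75% (6.08 to 7.46). The ratio was 2.74, a difference of 12.0 percentage points and a log2 fold change of 1.46 (standard error 0.18, adjusted p = 0.00138 in edgeR). Both libraries lay above both adult ones, and the permutation p is again limited to 0.333. The setting that moved the difference most was the definition by Cav1, Emcn and no Flt4 after thinning, with 5.71 points. The cluster led by Timp4, Aqp7 and Car4 held 12.1% of the ECs (log2 fold change 1.40, standard error 0.49, adjusted p = 0.0604 in edgeR, not past the threshold) and the one led by Tagln, Vwf and Fmo2 6.75% (1.57, 0.12, adjusted p = 0.00129). The bmEC-like share was 37.9% ± 0.447, a log2 fold change of -0.38 (standard error 0.08, adjusted p = 0.00648 in edgeR), with an adjusted p of 0.0562 without alendronate replicate 2. For aEC-like cells the share was 17.1% ± 0.151 against 12.1% ± 0.336 (0.49, standard error 0.05, adjusted p = 0.00124 in edgeR; 0.05 with TMM factors). The mpEC-like share was 24.4% ± 0.483, a change of -0.25 (0.04, adjusted p = 0.00174 in edgeR, and 0.0936 in DESeq2).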

Alendronate also increases the fraction of type R ECs in scRNA-seq data and leads to an expansion of EMCN^+^VEGFR3^−^ capillaries in association with osteoprogenitors around trabecular bone despite inhibited osteoclast activity (Extended Data Fig. 9c–f). This suggests that type R capillaries respond to an increase in trabecular bone even when osteoclast-mediated resorption and thereby bone turnover are pharmacologically blocked.

**Fig. 8:**
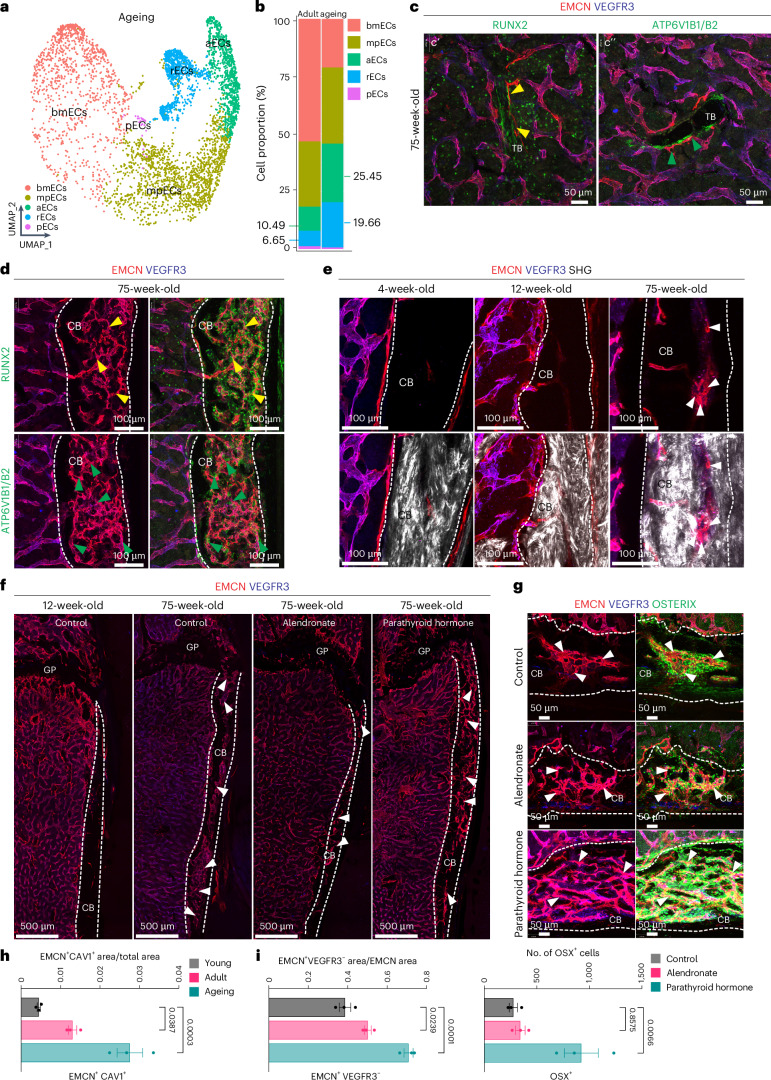
Age-associated changes in bone remodelling and regeneration. **a**, UMAP visualization of bone ECs from 75-week-old bone with colour-coded subclusters. **b**, Bar plot showing the proportion of cells from each EC subcluster in adult and aged bone. Percentage (%) differences are indicated for rECs and aECs. Data are representative of an individual sample (Methods) (**a**) and integrated scRNA-seq data from all age groups (**b**). **c**,**d**, High-magnification confocal images of TB (**c**) and compact bone (CB) (**d**) immunostained for EMCN (red), VEGFR3 (blue) RUNX2 (yellow arrowheads, marking osteoprogenitors) and ATP6V1B1B2 (green arrowheads, marking osteoclasts). **e**, High-magnification two-photon microscopy images of CB immunostained for EMCN (red) and VEGFR3 (blue) together with second-harmonic generation (white) showing the changes during ageing. **f**, Confocal tile-scan images showing EMCN^+^VEGFR3^−^ rECs in untreated 12-week-old and 75-week-old mice femur and in response to treatment with alendronate (ALN) or PTH, as indicated. Note expansion of EMCN^+^ VEGFR3^−^ vessels in CB in response to ageing or treatments (arrowheads). **g**, Representative confocal images showing EMCN^+^VEGFR3^−^ rECs and OSTERIX (green) immunostaining in 75-week-old control, ALN-treated or PTH-treated CB (white arrowheads, marking type R capillaries during ageing). White dashed lines in **d**–**g** indicate compact bone (CB) area. **h**,**i**, Quantitation of EMCN^+^CAV1^+^ vessel density across age groups (**h**), EMCN^+^VEGFR3^−^ vessel density in 75-week-old control, ALN-treated or PTH-treated groups, and number of OSTERIX^+^ cells in CB after ALN and PTH treatment compared with respective controls (**i**). *n* = 3 mice per group. Mean ± s.e.m. *P* values were obtained using ordinary ANOVA. Source data

Active peptide fragments of parathyroid hormone, such as PTH1-34 (ref. ^46^), are potent inducers of osteogenesis. Daily PTH1-34 administration over a period of 4 weeks leads to significant increases in trabecular bone thickness, connectivity density and BV/TV (Extended Data Fig. 10b). These changes involve notable increases in osteoblast-lineage cells but also type R capillaries (Extended Data Fig. 9e–g). Treatment of aged (75-week-old) mice with alendronate or PTH also increases type R capillaries, quantified as CAV1^+^EMCN^+^ and VEGFR3^−^EMCN^+^ vessels, in long bone (Fig. 8g,i). Inside aged cortical bone, PTH1-34 induces a strong expansion of type R capillaries but also of vessel-associated osteoblast-lineage cells (Fig. 8g–i). Together, these data show that type R ECs respond to clinically relevant anti-osteoporosis treatments and are associated with active but also inhibited bone remodelling.

## Discussion

The heterogeneity and functional specialization of cells in bone is an important question with relevance for haematopoiesis but also for bone formation, homeostasis, age-related osteopenic bone loss and osteoporosis. As several studies have investigated the cellular composition of bone and marrow with scRNA-seq approaches, it is helpful to compare EC heterogeneity in different datasets. Tikhonova et al.^47^ have sorted genetically labelled ECs and other cells from adult mice. Within the 4,669 cells of the *Cdh5*^+^ EC cluster, *Stab2*^+^ sinusoidal capillary ECs and *Ly6a*^+^ aECs were defined. Our analysis of this data (Supplementary Fig. 1a) shows that only a few cells in the arterial subcluster express the type R markers *Cav1*, *Dach1* and *C1qtnf9* (Supplementary Table 1). Baryawno et al.^29^ used a combination of flushing and crushing of bone samples to obtain 5,703 *Cdh5*^+^ ECs belonging to sinusoidal, arteriolar and aEC subclusters. The latter of those contains a clearly identifiable group of *Cav1*^+^, *Dach1*^+^ and *C1qtnf9*^+^ ECs (Supplementary Fig. 1b). Baccin et al.^28^ obtained a total of 7,497 cells from crushed bone samples. While numbers for the EC fraction are not provided, two clusters, namely sinusoidal and aECs, were identified. This dataset contains a group of cells that might represent rECs based on gene expression (Supplementary Fig. 1c). Our own results, based on a robust number of 62,298 ECs from different datasets, support the existence of type H, sinusoidal and arterial subpopulations in addition to type R ECs (Supplementary Fig. 1d). Specifics of the bone sample processing protocols might be, at least in part, responsible for the differences in the EC subpopulations identified in the studies mentioned above. Flushing of BM, a method that is well established for the isolation of haematopoietic cells, often involves the removal of the metaphysis, which contains trabecular bone together with type H and type R capillaries. Flushing also fails to isolate endosteal vessels^2^. By contrast, crushing of bone can release bone-associated EC populations but might increase the fraction of damaged cells that will not pass quality control steps. Given these limitations, future methodological advancements and increased sequencing depth might enable the identification of further EC subpopulations in health and disease. In this context, it is noteworthy that recent work has identified another new capillary subtype (termed type S) in the epiphysis, the rounded distal end of long bone, which is covered by articular cartilage^48^. As the epiphysis was not included in our analysis, future work will have to establish the relationship between type S cells and other bone EC subpopulations.

Our findings establish that type R vessels are post-arterial capillaries, which control oxygen availability and thereby local metabolic properties of perivascular cell populations at the surface of remodelling bone. Oxygenation levels inside bone are not homogeneous and, direct measurement in murine calvarial BM in vivo has shown that values range from 0.6–2.8% oxygen despite the abundance of sinusoidal vessels^30^. In the endosteum covering the inner bone surface, a region reported to contain mostly smaller vessels, oxygenation is slightly higher (2.9%) compared with 1.3–2.4% in areas further away from bone^30^. These values indicate that cells inside bone are exposed to substantial levels of hypoxia. Studies on cultured BMSCs have revealed that both atmospheric oxygen (20–21%) or continuous hypoxia can impair osteogenic differentiation^35,36^. By contrast, transient or mild hypoxia (2–3% oxygen), similar to what has been measured for the endosteum in vivo, can facilitate osteogenesis in cell culture^35,49,50^. Increasing metabolic demand during postnatal bone growth and size expansion might be the leading cause of type R capillary formation during the transition from postnatal growth to adulthood. Arteries directly feed into the vasculature of the metaphysis and endosteum^17^, which, together with transcortical blood flow^10^, might be sufficient to supply relatively small postnatal and adolescent skeletal elements. By contrast, direct supply of arterial blood to trabecular bone might be required inside the larger adult long bone. Supporting this concept, DACH1-mediated expansion of arteries and type R capillaries enables osteogenesis in an area of diaphyseal BM that is normally devoid of trabecular bone. We therefore propose that type R post-arterial capillaries generate a local tissue microenvironment that facilitates trabecular bone formation.

Increased oxygen demand and elevated metabolic needs might also explain the higher abundance of type R vessels in response to pharmacological inhibition of osteoclast activity, a condition that increases bone mass but suppresses bone turnover. The role of oxygenation is less clear for osteoclasts. Published reports indicate that oxygen can positively or negatively influence osteoclastogenesis and bone resorption^51–54^. However, our scRNA-seq data indicate that rECs express many known regulators of osteoblast-lineage cells or osteoclasts at higher levels than other bone ECs. Thus, future work will have to address how metabolic parameters, cytokines, growth factors or other type R capillary-derived factors participate in the regulation of bone remodelling.

While the DACH1 genetic data and the treatment with anti-osteoporosis drugs suggest that type R capillaries have a positive influence on osteogenesis and bone mass, the emergence of these vessels in ageing cortical bone argues for a potential role in bone loss. Cortical bone thinning and porosity are key features of age-associated osteopenia in human participants^44,55^. Our study shows that cortical pores in ageing mice contain type R capillaries together with associated osteoprogenitors and osteoclasts. Thus, crosstalk between ECs and other cell types might influence whether pores expand through osteoclast-mediated resorption or get filled by newly formed bone. We propose that type R capillaries are important mediators not only of bone growth but also of physiological and pathological bone remodelling with potential relevance for ageing and osteoporosis.

## Methods

### Animal models

C57BL/6J female mice at the indicated age were used for the analysis of wild-type femurs. For labelling and scRNA-seq analysis of bone ECs, *Cdh5-mTomato-nGFP* (*Cdh5-mT/nG*) transgenic reporter mice were used^19^, labelling of osteoblasts in vivo utilized *Sp7-mCherry* reporter mice^56^. *Efnb2-H2BGFP*^57^ knock-in animals express H2B-coupled GFP under control of the gene encoding ephrin-B2.

Tamoxifen or 4-OHT was administered as indicated in the figures. Lineage-tracing experiments were performed by mating *Bmx-CreERT2* (ref. ^20^), *Flt4-CreERT2* (ref. ^22^) or *Aplnr-CreERT2* (ref. ^23^) with *R26-mT/mG* reporter animals^21^. Cre activity and GFP expression were induced by intraperitoneal injection at the indicated doses.

Inducible and EC-specific *Dach1* overexpression (*Dach1*^*OE*^)^26^ was accomplished by interbreeding with *Aplnr-CreERT2* (ref. ^23^) and *R26-mT/mG* mice. Resulting offspring was analysed at P30 after tamoxifen administration on P1 and P2. For inactivation of *Dach1 or Dll4*, *Cdh5(PAC)-CreERT2* transgenic mice^27^ were bred to animals carrying Dach1 (*Dach1*^flox/flox^) alleles^25^, which were derived from *Dach1*^tm1a(KOMP)Wtsi^ ES cells (https://www.komp.org/ProductSheet.php?cloneID=689703) or loxP-flanked Dll4 (*Dll4*^flox/flox^)^58^, respectively. Cre-negative offspring was used as a littermate control. All pups were injected with tamoxifen as indicated and analysed at the age of 12 weeks. Tamoxifen (Sigma, T5648) stocks were prepared by dissolving 50 mg in 500 µl of 100% ethanol (Fisher Scientific, BP2818-500 (200 proof)), vortexing for 10 min, and adding an equal volume of Kolliphor EL (Sigma, C5135). One-milligram aliquots were stored at −20 °C and dissolved in PBS before injection. 4-OHT (Sigma, H7904) stocks were prepared by dissolving 25 mg in 500 µl of 100% ethanol, vortexing for 10 min and adding an equal volume of Kolliphor EL. One-milligram aliquots were stored at −20 °C and dissolved in PBS before injection.

For treatment with anti-osteoporosis drugs, mice received daily intraperitoneal injections of PBS or PTH (1-34, Bachem, 4095855) (100 µg kg^−1^ body weight) or alendronate (Tocris, MK 217, 4014) (2 mg kg^−1^ body weight) every other day. Aged mice received PTH (150 µg kg^−1^ body weight) daily or alendronate (3 mg kg^−1^).

No randomization was used. Data collection and analysis were not performed blind to the conditions of the experiments.

*Flt4-CreERT2* lineage-tracing experiments were performed at Uppsala University and approved by the Uppsala Laboratory Animal Ethical Committee. The remaining animals were housed in an animal facility at the Max Planck Institute for Molecular Biomedicine in specific pathogen-free conditions in individually ventilated cages with a consistent light–dark cycle, free access to food and water and controlled temperature and humidity. Mice were routinely genotyped by PCR using allele-specific primers. All animal experiments were conducted following the 3Rs (replacement, reduction and refinement) and in accordance with institutional guidelines and laws, following protocols (84-02.04.2016.A160, 81-02.04.2018.A171, 81-02.04.2020.A212, 81-02.04.2020.A416 and 81-02.04.2022.A198) approved by the Landesamt für Natur, Umwelt and Verbraucherschutz of North Rhine-Westphalia, Germany.

### Sorting and sequencing of bone endothelial cells from *Cdh5-mT/nG* mice

For isolation of bone ECs, single-cell suspensions were prepared from juvenile (*n* = 2 male, 2 female mice), adult (*n* = 6 female mice) or aged (*n* = 3 female mice) *Cdh5-mT/nG*^19^ reporter femurs and tibias. Surrounding muscle tissue was removed and the epiphysis was detached. Cleaned samples were collected in a solution of collagenase types I and IV (2 mg ml^−1^) before bones were cut into small pieces and crushed using mortar and pestle. After 20 min of digestion at 37 °C, crushed samples were transferred to 70-μm strainers in 50-ml tubes to obtain single-cell suspensions, which were resuspended in blocking solution (1% BSA and 1 mM EDTA in PBS without Ca^2+^/Mg^2+^), followed by centrifugation at 300*g* for 5 min. Cells were washed thrice with ice-cold blocking solution, filtered through 50-μm strainers and resuspended in an appropriate volume of blocking solution. For fluorescence-activated cell sorting (FACS) of ECs, haematopoietic cells were removed with the help of a lineage cell depletion kit (Miltenyi Biotec, 130-090-858). The remaining cells were resuspended in 0.5% BSA in PBS and processed on a FACS Aria II cell sorter (BD Biosciences) using a 100-μm nozzle. Flow cytometry data were analysed using FACSDiva (v.8.0.2, BD Biosciences) and FlowJo (v.10.8.1) software. Sorted nGFP and mTomato double-positive cells were collected in a 0.05% blocking buffer for scRNA-seq.

Single-cell suspensions were subjected to droplet-based scRNA-seq using a chromium controller (10x Genomics). Libraries were prepared using a Chromium single cells 3′ reagent kit (10x Genomics) following the manufacturer’s protocol. scRNA-seq libraries were evaluated and quantified using an Agilent Bioanalyzer with a High Sensitivity DNA kit (Agilent Technologies, 5067-4626) and Qubit dsDNA HS Assay kit (Thermo Fisher Scientific, Q32851). Libraries were sequenced using a NextSeq500 sequencer (Illumina) with a High Output kit (150 cycles) (Illumina, TG-160-2002).

### Single-cell RNA sequencing of non-haematopoietic cells from *Dach1*^*OE*^ bone

*Dach1*^*OE*^ single-cell suspensions were generated by bone preparation, digestion and lineage depletion of control (*n* = 2 mice) or *Dach1*^*OE*^ (*n* = 2 mice) as described above. Lineage-negative cells were further incubated with CD45 microbeads (Miltenyi Biotec, 130-052-301) and CD117 microbeads (Miltenyi Biotec, 130-091-224) to maximize the removal of haematopoietic cells. Following magnetic-activated cell sorting, cells were resuspended at a final concentration of 10^6^ cells per ml in 0.05% BSA in PBS and loaded onto a microwell cartridge of the BD Rhapsody Express system (BD Biosciences) following the manufacturer’s instructions. Libraries were prepared using the BD Rhapsody WTA kit (BD Biosciences, 633802) and sequenced on an Illumina NextSeq500 using a High Output kit (150 cycles, Illumina) for control or *Dach1*^*OE*^ samples.

### Sample preparation and immunostaining

Femurs and tibias were isolated and fixed in ice-cold 2% PFA, typically around 6–24 h at 4 °C, based on the age group. After fixation, bones were subjected to 0.5 M EDTA decalcification under constant agitation for 1–4 days at 4 °C. Bones were immersed in 20% sucrose and 2% polyvinylpyrrolidone (PVP) solution for 12–24 h, embedded in 8% gelatin using 20% sucrose and 2% PVP and frozen at −80 °C. For immunostaining, sections (60–100-μm thickness) were generated using a Leica 3050 cryostat with low-profile blades. Sections were air-dried, permeabilized with 0.3% Triton X-100 in PBS for 15 min at room temperature (RT) and blocked using 6% donkey serum prepared with 0.3% Triton X-100 for 45 min at RT. Slides were washed with PBS three times at 10-min intervals and incubated overnight at 4 °C with primary antibodies diluted in a solution containing 5% donkey serum in PBS. Primary antibodies were: rat monoclonal anti-endomucin (V.7C7) (Santa Cruz, sc-65495, 1:100 dilution), goat polyclonal anti-Vegfr3 (R&D Systems, AF743, 1:50 dilution), rabbit polyclonal anti-Cav1 (Cell Signalling, 3238, 1:50 dilution), chicken polyclonal anti-GFP (Abcam, ab13970, 1:200 dilution), rabbit polyclonal anti-OSTERIX (Abcam, ab22552, 1:300 dilution), rabbit monoclonal anti-Runx2 (Abcam, ab192256, 1:200 dilution), rabbit monoclonal anti-Ki-67 (Cell Signalling, 12202, 1:200 dilution), rabbit monoclonal anti-vATPase (Abcam, ab200839, 1:200 dilution), rabbit polyclonal anti-collagen IV (AbD Serotec, 2150-1470, 1:100 dilution), rabbit polyclonal anti-collagen IIIA1 (Abcam, ab7778, 1:100 dilution), goat polyclonal anti-Hif1a (R&D Systems, AF1935, 1:100 dilution), rabbit polyclonal anti-Hif1a (Santa Cruz, sc-10790, 1:100 dilution), rabbit monoclonal anti-GPI (Cell Signalling, 94068, 1:200 dilution), rabbit monoclonal anti-CD73 (Cell Signalling, 13160, 1:200 dilution), rabbit monoclonal anti-Hmox1 (Cell Signalling, 86806, 1:200 dilution), rabbit polyclonal anti-Dach1 (Proteintech, 10914-1-AP, 1:200 dilution), rabbit polyclonal anti-NG2 (Millipore, AB5320, 1:200 dilution), goat polyclonal anti-Cxadr (R&D Systems, AF2654, 1:50 dilution), rabbit monoclonal anti-Sox11 (Abcam, ab134107, 1:800 dilution), rat monoclonal anti-Madcam1 (Abcam, ab80680, 1:100 dilution), rabbit polyclonal anti-Fabp4 (Abcam, ab13979, 1:100 dilution), mouse monoclonal anti-Mct4 (Santa Cruz, AF647, 1:100 dilution), rabbit monoclonal anti-Glut1 (Cell Signalling, 12939, 1:100 dilution), goat polyclonal anti-Dll4 (R&D Systems, AF1389, 1:50 dilution) and chicken polyclonal anti-Mct1 (Millipore, AB1286-I, 1:100 dilution). Following overnight incubation, sections were washed three times with ice-cold PBS and incubated with DAPI and suitable secondary antibodies: anti-rat Alexa Fluor 488 (Thermo Fisher Scientific, A21208, 1:100–1:300 dilution), anti-rabbit Alexa Fluor 488 (Thermo Fisher Scientific, A21206, 1:100–1:300 dilution), anti-chicken Alexa Fluor 488 (Jackson Laboratories, 703-545-155, 1:100–1:300 dilution), anti-goat Alexa Fluor 546 (Thermo Fisher Scientific, A11056, 1:100–1:300 dilution), anti-rabbit Alexa Fluor 546 (Thermo Fisher Scientific, A10040, 1:100–1:300 dilution), anti-rat Alexa Fluor 594 (Thermo Fisher Scientific, A21209, 1:100–1:300 dilution), anti-rabbit Alexa Fluor 594 (Thermo Fisher Scientific, A21207, 1:100–1:300 dilution), anti-goat Alexa Fluor 594 (Thermo Fisher Scientific, A11058, 1:100–1:300 dilution), anti-goat Alexa Fluor 647 (Thermo Fisher Scientific, A21447, 1:100–1:300 dilution), anti-rabbit Alexa Fluor 647 (Thermo Fisher Scientific, A31573, 1:100–1:300 dilution) and anti-rat Alexa Fluor 647 (Jackson Laboratories, 712-605-153, 1:100–1:300 dilution). Following secondary staining, sections were washed three times with PBS at RT and mounted on cover slips using FluroMount-G (Southern Biotech, 0100-01).

Retinas were fixed with 4% PFA for 1 h at RT, washed with PBS and permeabilized with 0.5% Triton X-100 and blocked with 5% donkey serum overnight on a rotating platform at 4 °C. Tissues were incubated with primary antibodies rat anti-CD31 (BD Pharmingen, 553370; 1:100 dilution) followed by secondary antibody anti-rat Alexa-594 (Thermo Fisher Scientific, A21209, 1:300 dilution) overnight on a rotating platform at 4 °C and mounted using FluroMount-G.

Intestine immunostaining followed a previously published protocol^59^. Mice were perfused with PBS, followed by 4% PFA at RT, and the upper jejunum was collected in ice-cold PBS, cut open and washed thoroughly with ice-cold PBS. The cleaned jejunum was fixed with 4% PFA overnight on a rotating platform at 4 °C, washed with ice-cold PBS and incubated overnight with 10% sucrose in PBS followed by 20% sucrose and 10% glycerol in PBS. For staining, samples were permeabilized with 0.5% Triton X-100 and blocked with 5% donkey serum. Tissues were incubated with primary antibodies rabbit anti-DACH1 (Proteintech, 10914-1-AP, 1:500 dilution), goat anti-VEGFR2 (R&D Systems, AF644; 1:100 dilution) followed by secondary antibodies anti-rabbit Alexa-488 (Thermo Fisher Scientific, A21206; 1:300 dilution) and anti-goat Alexa-594 (Thermo Fisher Scientific, A11058; 1:300 dilution) overnight on a rotating platform at 4 °C, incubated and mounted with Histodenz (Sigma, D2158) in DAPI.

### Human bone sample preparation and immunostaining

Adolescent and aged human subchondral bones were collected from patients undergoing epiphysiodesis surgery at Karolinska University Hospital or femoral head replacement surgery in Ortopedkliniken Sodersjukhuset in Stockholm, Sweden, respectively. The study involved three young patients (11–14 years old) and three aged patients (77–78 years old). Collection of human material was conducted with informed consent by patients/parents and with approval from the Swedish Ethical Research Authority and the National Board of Health and Welfare (ethical permissions numbers 2014/276-31/2 and 97-214). No financial compensation was provided to participants.

For adolescent patients, subchondral bone samples were obtained using a BM biopsy needle targeting the proximal tibia and distal femur growth plate. Subchondral bones adjacent to the growth plate cartilage were fixed with 4% PFA in PBS for 16 h. Femoral heads from aged patients were dissected into smaller tissue sections (<1.5 cm in each dimension) and fixed in 4% PFA/PBS at 4 °C with agitation for 16 h before two washes with PBS (1 h each) and decalcification in Morse solution (20% formic acid/10% citrate) for 24 h at 4 °C with agitation. Decalcified samples were washed twice with PBS (1 h each), incubated successively with 15% sucrose (1 h) followed by 30% sucrose for 24 h and embedded in OCT before 100-μm-thick cryosections were mounted on a glass slide.

For immunolabelling, human bone sections were washed three times for 10 min each with PBS and 0.1% Tween-20. Sections were incubated in blocking buffer (PBS, 0.2% CHAPS, 5% donkey serum, 10% DMSO and 25 mM EDTA, pH 8) for 1 h before staining with primary antibodies mouse anti-VEGFR3 (R&D Systems, MAB3491, 1:100 dilution) and goat anti-VEGFR2 (R&D Systems, AF357; 1:100 dilution) overnight. Next, sections were washed thrice with PBS and 0.1% Tween-20 (10 min each) and incubated for 24 h with secondary antibodies Cy3 AffiniPure goat anti-mouse IgG (Jackson ImmunoResearch, 115-165-003; 1:400 dilution), donkey anti-goat Alexa-647 (Thermo Fisher Scientific, A32849; 1:400 dilution) and DAPI (1:500 dilution). Sections were washed three times with PBS and 0.1% Tween-20 for 10 min each and mounted with FluoroShield (F6057, Sigma). Imaging of young human bones was performed using an LSM980 confocal microscope (Zeiss), whereas aged human samples were imaged using a Yokogawa Confocal microscope (Nikon).

### Dextran permeability and bone histomorphometry

To assess vascular permeability, dextran (tetramethylrhodamine 2,000,000 MW, lysine fixable, Thermo Fisher, D7139) was injected into mice retro-orbitally. At 1 h after injection, mice were killed and femurs were processed for imaging as described above.

For histomorphometry analysis of bone turnover, mice received two intraperitoneal injections of bone-staining dyes with an interval of 1 week between injections. Calcein green (40 mg kg^−1^; Sigma, C0875) and Alizarin Red (40 mg kg^−1^; Sigma, A3882) were prepared in 2% sodium bicarbonate (Sigma, S4019) to label existing and new bone fronts, respectively. Four days later, femurs were dissected and fixed with 2% PFA overnight at 4 °C, followed by three PBS washes. Bones were placed in 20% sucrose and 2% PVP solution for 72 h, embedded in 8% gelatin using 20% sucrose and 2% PVP and frozen at −80 °C. Bones were carefully cryosectioned (at 20-μm thickness) and mounted as described above. For *Dach1*^*OE*^, histomorphometry analysis was performed with an interval of 5 days and missing values were imputed with a minimum MAR of 0.1 µm d^−1^ for the trabecular bone^60^.

### HUVEC cell culture, siRNA transfection and immunostaining

HUVECs (Gibco, C-003-5C, lot no. 2219451) were cultured in EBM-2 endothelial cell medium (Lonza, CC-3156) supplemented with EGM-2 Single Quots (Lonza, CC-4176). For RNA and immunostaining, cells were seeded in 0.1% gelatin-coated six-well plates and µ-slide eight-well plates (Ibidi, 80826).

Cells (passage 4) were transfected with negative control (Ambion, 4390844) or *DACH1*-targeting (Thermo Fisher Scientific, s3899) siRNAs using Lipofectamine RNAiMAX (Invitrogen, 13778). Knockdown efficiency was validated using qPCR. After transfection, the medium was replaced after 4 h and the cells were incubated for 48 h before analysis.

After 48 h, cells were fixed with 4% PFA for 10 min at RT. All further steps were performed at RT unless otherwise mentioned. After fixation, cells were washed three times with PBS for 5 min each and permeabilized with ice-cold 0.1% Triton X-100 in PBS for 10 min at 4 °C. Cells were blocked with 5% donkey serum in PBS for 30 min. Primary antibodies, rabbit polyclonal anti-DACH1 (Proteintech, 10914-1-AP, 1:500 dilution) and goat polyclonal anti-Cdh5 (R&D Systems, AF938, 1:100 dilution) were then incubated in blocking buffer for 1 h. Following three 10-min washes with PBS, cells were incubated with DAPI (Sigma, D9542) and secondary antibodies: anti-mouse Alexa Fluor 488 (Thermo Fisher Scientific, A21202, 1:500 dilution) and anti-rabbit Alexa Fluor 546 (Thermo Fisher Scientific, A10040, 1:500 dilution) for 30 min. After three additional PBS washes for 10 min each, FluroMount-G (Southern Biotech, 0100-01) was introduced into the µ-slide well (Ibidi, 80826). Imaging was performed using an LMS780 confocal microscope (Zeiss).

### Culture and differentiation of human mesenchymal stem cells

Human mesenchymal stem cells (HMSCs) (Lonza, PT-2501) were expanded in MSCGM (Lonza, PT-3001) at 37 °C in 5% CO_2_ in a humidified hypoxic incubator (1% O_2_). Cells were expanded to passage 6 before use.

For osteogenic differentiation, HMSCs were seeded in 12- and 24-multiwell plates for 40–50% confluency with MSCGM and incubated overnight at 37 °C in 5% CO_2_ in a humidified incubator. The culture medium was replenished with a StemPro Osteogenesis Differentiation kit (Thermo Fisher Scientific, A1007201) supplemented with human CTRP9 (R&D Systems, 6537-TN), NT-3 protein (R&D Systems, 267-N3), PDGFD protein (R&D Systems, 1159-SB) or semaphorin 7A (R&D Systems, 2068-S7) at a final concentration of 100 ng ml^−1^. Cells were cultured at 37 °C, 5% CO_2_ in a humidified incubator for up to 21 days with the medium changed every 3–4 days. Cells were fixed using 4% PFA for 10 min at RT followed by 2% Alizarin Red staining (Sigma, A5533) for 1 h. Calcified nodules were visualized under a light microscope (Zeiss) and absorbance at 405 nm was measured with a spectrophotometer.

### In vitro osteoclast formation assay

BM cells were collected from 6-week-old C57BL/6 femurs and red blood cells were lysed with red blood cell lysis buffer (Sigma, 11814389001). The remaining cells were cultured in minimum essential medium α (MEMα, Thermo Fisher Scientific, 12571063) containing 10% FBS and macrophage colony stimulating factor (M-CSF, 10 ng ml^−1^) overnight to obtain BM-derived monocytes/macrophages (BMMs). Non-adherent BMMs were collected, seeded in 100-mm culture dishes and incubated for 2 days with MEMα containing M-CSF (30 ng ml^−1^) to generate osteoclast precursor cells (OCPs). OCP-derived osteoclasts were generated by seeding 2 × 10^4^ cells per well in 96-well plates in MEMα-based osteoclast differentiation medium, including 10% FCS, 30 ng ml^−1^ M-CSF (Peprotech, 315-02) and 50 ng ml^−1^ RANKL (Peprotech, 315-11) at 37 °C, 5% CO_2_ for 7–10 days. Differentiation medium was changed every 3 days and starting at day 3, the medium was supplemented with human CTRP9, NT-3, PDGFD or semaphorin 7A at 100 ng ml^−1^. Cells were checked daily and incubation was stopped once large multinucleated cells emerged. TRAP-positive cells, labelled with a leukocyte acid phosphatase staining kit (Sigma, 387A), containing three or more nuclei and a full actin ring were counted as osteoclasts under a light microscope.

### Quantitative PCR

After transfection, total RNA was isolated from HUVECs using the Monarch Total RNA Miniprep kit (NEB, T2010S), according to the manufacturer’s instructions and cDNA was prepared using the iScript cDNA synthesis kit (Bio-Rad, 1708890). Quantitative PCR was performed using gene-specific TaqMan probes (Thermo Fisher) for *DACH1* (Hs00974297_m1), *CA4* (Hs00426343_m1), *EFNB2* (Hs00187950_m1), *GJA4* (Hs01098016_m1), *DLL4* (Hs00184092_m1), *VEGFC* (Hs01099203_m1) and *GJA5* (Hs00979198_m1), together with SsoAdvanced Universal Probes Supermix (Bio-Rad). Gene expression was normalized to that of *GAPDH* (Hs99999905_m1, (Fisher, 4319413E) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). The ΔΔCT method was used to quantify gene expression.

### scRNA-seq data analysis

FASTQ-format sequencing raw data was initially processed using UMI-tools (v.1.1.2). The data were then aligned to the mouse reference genome mm10 (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/) using STAR (v.2.7.10a) and quantified with Subread featureCounts (v.2.0.3) to generate an expression matrix. For bone non-haematopoietic cells, the FASTQ-format sequencing raw data were processed with BD Rhapsody WTA Analysis pipeline (v.1.0) on SevenBridges Genomics online platform (SevenBridges) and expression matrix was used for further data analysis. Data normalization, dimensionality reduction and visualization were performed using the Seurat package (v.4.3.0), unless otherwise specified.

Cells were filtered based on the criteria of number of genes per cell (nFeature_RNA) between 500 and 6,000 and percentage of mitochondrial genes (percent.mito) <25. Additionally, genes were filtered to include only those present in a minimum of three cells. After filtering, matrices were normalized using the NormalizeData function with the LogNormalize method and a scale factor of 10,000. Variable genes were identified using the FindVariableFeatures function, selecting the top 2,000 genes with the variance stabilizing transformation method, while excluding genes related to the cell cycle (GO:0007049). Data integration was achieved through the FindIntegrationAnchors and IntegrateData functions with default options. The integrated data were further processed using the ScaleData and RunPCA functions. Statistically significant principal components were identified using the JackStraw method, which were then used for UMAP non-linear dimensional reduction.

For unsupervised hierarchical clustering analysis, the FindClusters function in the Seurat package was applied. Various resolutions between 0.1 and 0.9 were tested and the final resolution was selected based on the most stable and relevant outcome, utilizing the clustree R package (v.0.5.1) and considering previous knowledge. Cellular identity for each cluster was determined by finding cluster-specific marker genes using the FindAllMarkers function. Haematopoietic cells expressing *Ptprc* (Encoding CD45^+^) were filtered out as part of quality control. Marker genes were considered with a minimum fraction of cells expressing the gene over 25% (min.pct = 0.25), and comparisons were made against established cell-type-specific marker genes. Monocle (v.2.30.0) was used for pseudo-time trajectory analysis. We performed dimensionality reduction using the DDRTree method with parameters max_components = 2 and norm_method = ‛log’. Cluster-specific markers determined by the FindAllMarkers function of Seurat with min.pct = 0.25 were used as ordering genes for the trajectory. The resulting trajectory was then visualized using plot_cell_trajectory or plot_genes_in_pseudotime functions with default settings.

### Image processing and quantifications

Bone sections were imaged using a confocal microscope (Zeiss LSM780 and LSM980). The images were processed using Adobe Illustrator (Adobe), Adobe Photoshop (Adobe), ImageJ2 (v.1.53u; Fiji; http://fiji.sc/), Imaris (Oxford Instruments), Ilastik (https://www.ilastik.org/) and Volocity (v.6.3, Quorum Technologies) in compliance with the *Nature Cell Biology* guidelines for digital images. Brightness-contrast modifications were uniformly applied to the original images using Volocity to improve image quality and visualization.

Batch processing of images was carried out using a Fiji macro with identical parameters and thresholding. Cell number, length and area were quantified using Fiji. The number of arterioles and arteries was calculated based on CAV1 staining. Osteoblast numbers were calculated based on OSX staining, using the nuclei counter macro created by Fiji. Osteoclast area was calculated based on ATP6V1B1/B2 staining of bone sections normalized to the total selected area. EMCN^+^CAV1^+^, EMCN^+^VEGFR3^−^, CAV1^+^, CD31^+^, VEGFR2^+^ and GFP^+^ areas were normalized to their respective staining, as mentioned in the figures and legends.

Images are representative and were derived from various experiments, each employing consistent laser excitation and confocal scanner detection settings within the same experiment. All figures show maximum-intensity projections, and we analysed at least three mice for each condition, unless explicitly mentioned otherwise. The illustrations in Figs. 1a and 7g and Extended Data Fig. 3e were created using BioRender (https://biorender.com).

### Micro-computed tomography

Femurs were fixed in 2% PFA overnight at 4 °C and washed with PBS. The samples were scanned using cabinet cone-beam μCT (100; SCANCO Medical) with a voxel size of 6 µm at 70 kVp, 86 µA and 600 ms integration time. The volume of interest was set between the trabecular section distal to the femur and above the growth plate, and the evaluation length was 2.5 mm for *Dach1*^iΔEC^, 3 mm for *Dach1*^*OE*^ and 5 mm for alendronate-treated femurs. Cortical thickness was evaluated manually using Fiji using the line selection tool.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism v.8 or v.10. All data are presented as mean ± s.e.m. unless indicated otherwise. Statistical significance was analysed using one-way ANOVA and unpaired two-tailed *t*-tests, as indicated in the legends. Statistical significance was set at *P* < 0.05. If variances between the groups differed significantly, an unpaired two-tailed *t*-test with Welch’s correction was applied. Sample sizes are described in the figure legends. Experiments using primary cells were performed with at least three replicates and independently repeated three times. Reproducibility was ensured by independent biological samples or independent experiments. Three biological independent samples were used in Figs. 2c,d, 3a–f, 4b,c, 5a–g, 6b,f, 7c and 8c–e and Extended Data Figs. 1b,d–f, 2b,d,e, 4a–c, 5a,b,e, 6f, 7g–h,o, 8c and 9b,e–g. scRNA-seq experiments were performed once with pooled animals for each age and treatment group. Integration of these samples led to robust and reliable results across conditions. No statistical method was used to predetermine sample size and no animals were excluded from analysis. Data distribution was assumed to be normal, but this was not formally tested.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01545-1.

## Supplementary information

Supplementary Information Supplementary Fig. 1. Analysis of published bone EC scRNA-seq datasets a–d, *t*-SNE (a–c) or UMAP (d) visualization of selected marker genes in different datasets, using colour-coding based on population labels from the original studies. Cdh5 marks all bone ECs and cells expressing type rECs markers Cav1, Dach1 and C1qtnf9 are indicated by red arrowheads.

Reporting Summary

Peer Review File

Supplementary Table 1 Markers for subclusters of ECs in juvenile, adult and ageing long bone.

## Source data

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

Sequencing data that support the findings of this study have been deposited at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession code GSE239627. This is a SuperSeries record providing access to all related data, namely bone EC characterization and *Dach1*^OE^ non-haematopoietic cells. The mouse reference genome, mm10 (https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/) was used for mapping reads in this study. All other information supporting the findings of this study is available within this article or can be obtained from the corresponding author upon request. Source data are provided with this paper.

# Supplementary material for: Specialized post-arterial capillaries facilitate adult bone remodelling
**Source:** Nat Cell Biol. 2024 Nov 11;26(12):2020–34. doi: 10.1038/s41556-024-01545-1
**Supplement:** Supplementary file 1 — Supplementary Fig. 1. Analysis of published bone EC scRNA-seq datasets a–d, t-SNE (a–c) or UMAP (d) visualization of selected marker genes in different datasets, using colour-coding based on population labels from the original studies. Cdh5 marks all bone ECs and cells expressing type rECs markers Cav1, Dach1 and C1qtnf9 are indicated by red arrowheads.

# Specialized post-arterial capillaries facilitate adult bone remodelling

---

In the format provided by the  
authors and unedited

**a Tikhonova et al. 2019**

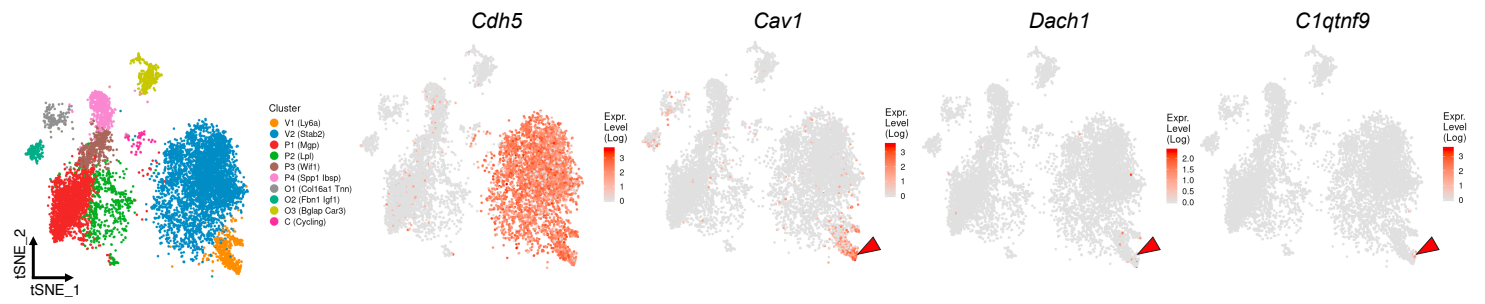

**b Baryawno et al. 2019**

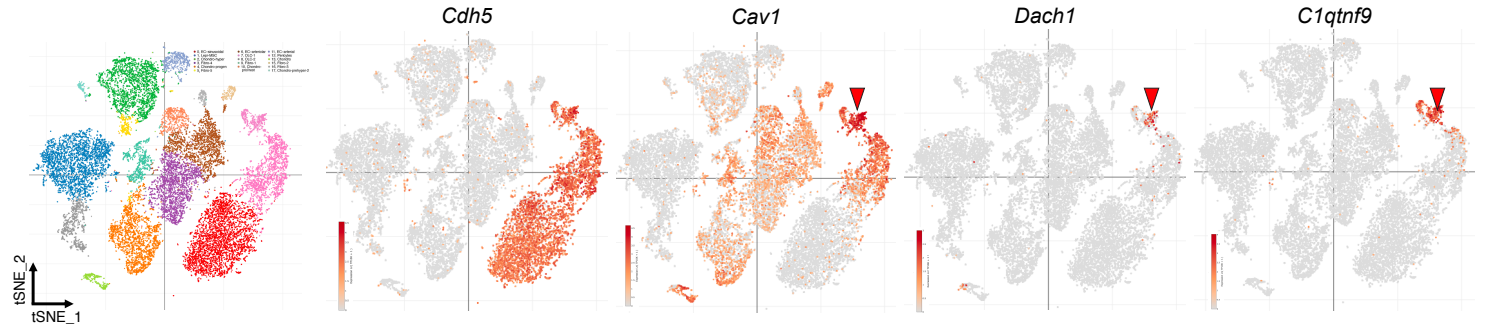

**c Baccin et al. 2020**

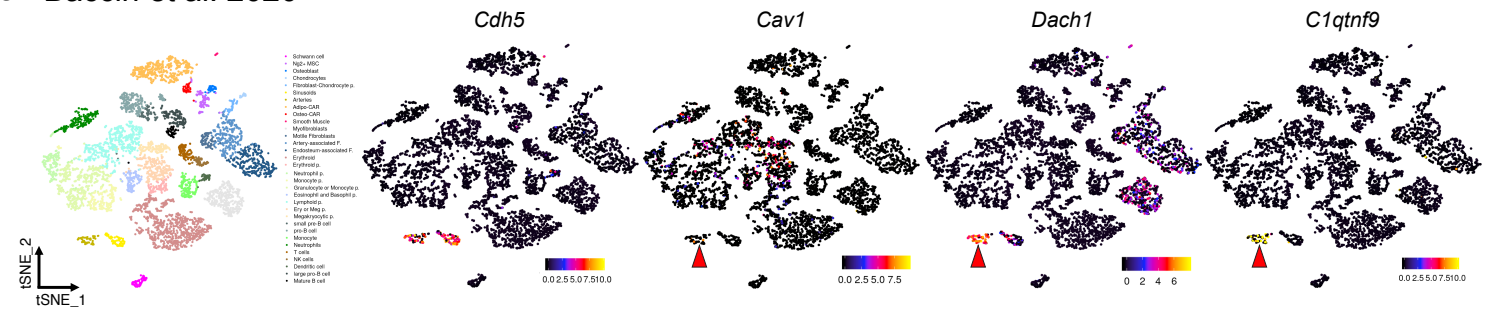

**d This article**

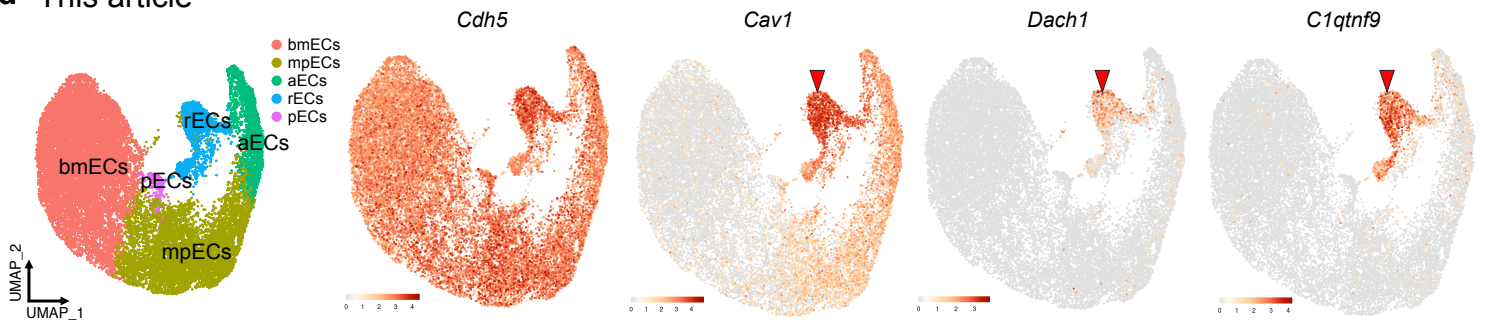

**Supplementary Figure 1. Analysis of published bone EC scRNA-seq datasets** a-d, tSNE (a-c) or UMAP (d) visualization of selected marker genes in different datasets, using color-coding based on population labels from the original studies. *Cdh5* marks all bone ECs and cells expressing type rECs markers *Cav1*, *Dach1*, and *C1qtnf9* are indicated by red arrowheads.

# Supplementary material for: Specialized post-arterial capillaries facilitate adult bone remodelling
**Source:** Nat Cell Biol. 2024 Nov 11;26(12):2020–34. doi: 10.1038/s41556-024-01545-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA sequencing by NestSeq500, Confocal imaging were collected from Zeiss LSM780, Yokogawa Confocal microscope and LSM980; Cell sorting and analyzed by FACS Aria II cell sorter with FACSDiva (8.0.2) software (BD Bioscience)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | <p>No custom software or algorithm was used in this study. All software used in this study for data analysis are either commercially available or open source.</p> <p>Data analysis and statistical tests were done using GraphPad Prism (v8 and v10).</p> <p>Confocal images were analyzed with Volocity 6.3 (Quorum Techonology) or ImageJ2/Fiji (1.53u)</p> <p>FACS data was processed with FlowJo (10.8.1.)</p> <p>GraphPad Prism (v8 and v10) was used for statistical analyses. Figures were generated with Adobe illustrator 2020, 2021, 2024.</p> <p>Single cell RNA sequencing data analysis</p> <p>FASTQ-format sequencing raw data was initially processed using UMI-tools (version 1.1.2). The data was then aligned to the mouse reference genome (mm10) using STAR (version 2.7.10a), and quantified with Subread featureCounts (version 2.0.3) to generate an expression matrix.</p> <p>For bone stromal cells, the FASTQ-format sequencing raw data was processed with BD Rhapsody WTA Analysis pipeline (version 1.0) on SevenBridges Genomics online platform (SevenBridges) and expression matrix was used for further data analysis. Data normalization, dimensionality reduction and visualization were performed using Seurat package (version 4.3.0), unless otherwise specified. Plots plotted using Seurat and (<a href="https://github.com/SGDDNB/ShinyCell">https://github.com/SGDDNB/ShinyCell</a>) ShinyCell.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data that supports the findings of this study have been deposited at Gene Expression Omnibus (GEO, <https://www.ncbi.nlm.nih.gov/geo/>) under the accession code GSE239627 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239627>). This is a SuperSeries record providing access to all related data, namely bone EC characterization and Dach1OE non-hematopoietic cells. The mouse reference genome (mm10; [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000001635.20/)) was used for mapping reads in this study.

All other information supporting the findings of this study are available within this article or can be obtained from the corresponding author upon request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                         |
|-----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | Sex and gender data was not disaggregated due to the small number of samples used in this study.                                                                                                                                                        |
| Population characteristics  | NA                                                                                                                                                                                                                                                      |
| Recruitment                 | NA                                                                                                                                                                                                                                                      |
| Ethics oversight            | Collection of human material was conducted with informed consent by patients/parents and with approval from the Swedish Ethical Research Authority and the National Board of Health and Welfare (ethical permissions numbers 2014/276-31/2 and 97-214). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No specific statistical methods were used to predetermine sample size. Sample size were chosen based on previous experience. (ref. Kusumbe et al. Nature 2014; Ramasamy et al., Nature 2014; Sivaraj et al., Elife 2020; Sivaraj et al., Cell Report 2021).                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data exclusions | To ensure data quality, cells were filtered based on the criteria: having a number of genes per cell (nFeature_RNA) between 500 and 6000, and a percentage of mitochondrial genes (percent.mito) less than 25. Additionally, genes were filtered to include only those present in a minimum of 3 cells. After filtering, the matrices were normalized using the NormalizeData function with the LogNormalize method and a scale factor of 10,000. Variable genes were identified using the FindVariableFeatures function, selecting the top 2000 genes with the variance stabilizing transformation (VST) method, while also excluding genes related to the cell cycle (GO:0007049). |
| Replication     | All experiments were repeated at least three times with an exception for scRNAseq experiments. All other experiments performed independently to ensure reproducibility. All the attempts of replication experiments were successful. scRNA-seq experiments were performed once with pooled animals for each age and treatment group. Integration of these samples led to robust and reliable results across conditions.                                                                                                                                                                                                                                                              |
| Randomization   | No formal method of randomization was used. All experiments involving wildtype mice were performed using C57Bl6 strain female mice. For mutant studies we used both male and female of same age group, and phenotype were always compared between same age and sex of animals. scRNAseq of 3-week-old bone endothelial cells and Dach1OE scRNAseq utilized both male and female mice.                                                                                                                                                                                                                                                                                                |
| Blinding        | Blinding was not be feasible due to logistic requirements as well as cost and personnel constraints.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

All antibody details (clone and manufacturer) are included in methods and also listed below:  
 Antibody Manufacturer Catalog number Concentration  
 Primary antibodies used: rat monoclonal anti-Endomucin (V.7C7) (Santa Cruz, sc-65495, 1:100),  
 goat polyclonal anti-VEGFR3 (R&D Systems, AF743, 1:50),  
 rabbit polyclonal anti-Cav1 (Cell Signaling, 3238, 1:50),  
 chicken polyclonal anti-GFP (Abcam, ab13970, 1:200),  
 rabbit polyclonal anti-Osterix (Abcam, ab22552, 1:300),  
 rabbit monoclonal anti-Runx2 EPR14334 (Abcam, ab192256, 1:200),  
 rabbit monoclonal anti-Ki67 (Cell Signaling, 12202, 1:200),  
 rabbit monoclonal anti-vATPase (Abcam, ab200839, 1:200),  
 rabbit polyclonal anti-Collagen IV (AbD Serotec, 2150-1470, 1:100),  
 rabbit polyclonal anti-Collagen IIIA1 (Abcam, ab7778, 1:100),  
 goat polyclonal anti-Hif1a (R&D Systems, AF1935, 1:100),  
 rabbit polyclonal anti-Hif1a (Santa Cruz, sc-10790, 1:100),  
 rabbit monoclonal anti-GPI (Cell Signaling, 94068, 1:200),  
 rabbit monoclonal anti-CD73 (Cell Signaling, 13160, 1:200),  
 rabbit monoclonal anti-Hmox1 (Cell Signaling, 86806, 1:200),  
 rabbit polyclonal anti-Dach1 (Proteintech, 10914-1-AP, 1:200),  
 rabbit polyclonal anti-NG2 (Millipore, AB5320, 1:200),  
 goat polyclonal anti-Cxadr (R&D Systems, AF2654, 1:50),  
 rabbit monoclonal anti-Sox11 (Abcam, ab134107, 1:800),  
 rat monoclonal anti-Madcam1 (Abcam, ab80680, 1:100),  
 rabbit polyclonal anti-Fabp4 (Abcam, ab13979, 1:100),  
 mouse monoclonal anti-Mct4 (Santa Cruz, AF647, 1:100),  
 rabbit monoclonal anti-Glut1 (Cell Signaling, 12939, 1:100),  
 goat polyclonal anti-Dll4 (R&D Systems, AF1389, 1:50),  
 chicken polyclonal anti-Mct1 (Millipore, AB1286-I, 1:100),  
 rabbit polyclonal anti-Dach1 (Proteintech, 10914-1-AP, 1:500),  
 goat polyclonal anti-Cdh5 (R&D Systems, AF938, 1:100),  
 rat anti-CD31 (BD Pharmingen, 553370; 1:100),  
 goat anti-VEGFR2 (R&D Systems, AF644; 1:100),  
 Mouse anti-VEGFR3 (R&D Systems, MAB3491, 1:100),  
 Goat anti-VEGFR2 (R&D Systems, AF357; 1:100),  
 Anti-rat Alexa Fluor 488 (ThermoFisher Scientific, A21208, 1:100-1:300),  
 anti-rabbit Alexa Fluor 488 (ThermoFisher Scientific, A21206, 1:100-1:300),  
 anti-chicken Alexa Fluor 488 (Jackson Laboratories, 703-545-155, 1:100-1:300),  
 anti-goat Alexa Fluor 546 (ThermoFisher Scientific, A11056, 1:100-1:300),  
 anti-rabbit Alexa Fluor 546 (ThermoFisher Scientific, A10040, 1:100-1:300),  
 anti-rat Alexa Fluor 594 (ThermoFisher Scientific, A21209, 1:100-1:300),  
 anti-rabbit Alexa Fluor 594 (ThermoFisher Scientific, A21207, 1:100-1:300),  
 anti-goat Alexa Fluor 594 (ThermoFisher Scientific, A11058, 1:100-1:300),  
 anti-goat Alexa Fluor 647 (ThermoFisher Scientific, A21447, 1:100-1:300),  
 anti-rabbit Alexa Fluor 647 (ThermoFisher Scientific, A31573, 1:100-1:300),  
 anti-rat Alexa Fluor 647 (Jackson Laboratories, 712-605-153, 1:100-1:300),  
 anti-mouse Alexa Fluor 488 (Thermo Fisher Scientific, A21202, 1:500),  
 Cy<sup>™</sup>3 AffiniPure<sup>™</sup> Goat Anti-Mouse IgG (Jackson ImmunoResearch, 115-165-003; 1:400),  
 anti-goat Alexa-647 (ThermoFisher Scientific, A32849; 1:400),  
 anti-rabbit Alexa Fluor 546 (Thermo Fisher Scientific, A10040, 1:500) for HUVECS  
 DAPI

### Validation

All antibodies used in the study have been commercially available and previously used by our group (ref. kusumbe et al. Nature 2014;

## Validation

Ramasamy et al., Nature 2014; Sivaraj et al., Elife 2020; Sivaraj et al., Cell Report 2021). The complete information and all validation information for each Ab as well as previous publications that have used each Ab can be found on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Cell line source(s)

primary Human Umbilical Vein Endothelial Cells (HUVECs) : Proviro  
primary Human Mesenchymal Stem Cells (HMSCs) (Lonza, PT-2501)

## Authentication

Authentication was performed for each cell lot by vendors and cell identity was confirmed by antibody staining of cultured cells.

## Mycoplasma contamination

Mycoplasma contamination test results were negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

There is no commonly misidentified lines.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

All animals used in this study are Mus musculus species, C57/BL6 background strain independent of genotype.

Flt4-CreERT2 lineage tracing experiments were performed at Uppsala University and approved by the Uppsala Laboratory Animal Ethical Committee. The remaining animals were housed in an animal facility at the Max Planck Institute for Molecular Biomedicine in specific pathogen-free conditions in individually ventilated cages (IVC) with a consistent light/dark cycle, free access to food and water, and controlled temperature and humidity. Mice were routinely genotyped by PCR using allele-specific primers.

Transgenic mice were generated from our laboratory, Cdh5(PAC)-CreERT2, Bmx-CreERT2 & Cdh5-mTomato-nGFP; Sp7-mcherry mice from Jackson Laboratory; Efnb2-H2BGFP mice from Philippe Soriano Laboratory; Aplnr-CreERT2, Rosa26-Dach1OE, Dach1 flox/flox mice from the Red-Horse Laboratory; Flt4-CreERT2 mice from Sagrario Ortega Laboratory; Dll4 flox/flox mice from Freddy Radtke Laboratory; Rosa26-mTG mice from Jackson Laboratory. 3-week old, 6-week old, 12-week old and 75-week-old mice were used for most of the experiments. Sex of the mice is indicated wherever necessary.

For mutant experiments, mice were bred to Aplnr-CreERT2 or Cdh5(PAC)CreERT2 to generate inducible mouse model. Cre negative were used as litter mate control. Most of the experiments were performed at P30 or 12 weeks.

All animal experiments were conducted following the 3Rs (replacement, reduction, and refinement) and in accordance with institutional guidelines and laws, following protocols (84-02.04.2016.A160, 81-02.04.2018.A171, 81-02.04.2020.A212, 81-02.04.2020.A416 and 81-02.04.2022.A198) approved by the Landesamt für Natur, Umwelt, and Verbraucherschutz of North Rhine-Westphalia, Germany.

## Wild animals

No wild animals were used in the study.

## Reporting on sex

Female mice were used for most of the experiments. Male and female mice were used in 3-week-old bone endothelial scRNAseq and Dach1OE scRNAseq at Postnatal day 30.

## Field-collected samples

No field collected samples were used.

## Ethics oversight

All the animal experiments described in this study were conducted following the 3Rs (replacement, reduction, and refinement). Mice were housed in specific pathogen-free conditions in individually ventilated cages (IVC) with a consistent light/dark cycle, food, water, and controlled temperature. Experiments were performed at the MPI for Molecular Biomedicine in accordance with institutional guidelines and laws, following protocols (84-02.04.2016.A160, 81-02.04.2018.A171, 81-02.04.2020.A212, 81-02.04.2020.A416 and 81-02.04.2022.A198) approved by the Landesamt für Natur, Umwelt, and Verbraucherschutz (LANUV) of North Rhine-Westphalia, Germany. Flt4-CreERT2 lineage tracing experiments were performed at Uppsala University and approved by the Uppsala Laboratory Animal Ethical Committee.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

All sample preparation methods are written in the method section and available here.

To enrich for bone endothelial cells, single-cell suspensions were prepared from Cdh5-mT/nG reporter femurs and tibias. First, the surrounding muscle tissue was carefully removed and the epiphysis was detached from both the femur and tibia. Next, the cleaned samples were then collected in a solution of collagenase types I and IV (2 mg/ml). The bones were cut into small pieces and crushed using mortar and pestle. After 20 min of digestion at 37 °C, the crushed samples were transferred to 70µm strainers in 50ml tubes to obtain a single-cell suspension.

The cell suspension was resuspended in blocking solution (1% BSA and 1mM EDTA in PBS without Ca<sup>2+</sup>/Mg<sup>2+</sup>), followed by centrifugation at 300×g for 5 min. The cells were washed three times with ice-cold blocking solution and filtered through a 50µm strainers. Subsequently, the cells were resuspended in an appropriate volume of blocking solution. To expedite FACS of endothelial cells, lineage depletion was performed using a lineage cell depletion kit (Miltenyi Biotec, 130-090-858), following the manufacturer's instructions. Lineage-depleted cells were resuspended in 0.5% BSA in PBS, and cell sorting was performed using a FACS Aria II cell sorter (BD Biosciences). Sorted GFP-tomato double-positive cells were collected in a 0.05% blocking buffer for scRNA-seq.

Instrument

FACS Aria II cell sorter (BD Bioscience)

Software

FACSDiva (8.0.2, BD Bioscience) and FlowJo (10.8.1) were used for sorting and analysis.

Cell population abundance

Total cell counts were measured with cell counter.

Gating strategy

Single viable cells were gated initially forward and side scatter.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

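The analysis started from 10 tables of UMI counts per gene and cell, 1 for each of 2 libraries of juvenile (3 weeks), adult (12 weeks), aged (75 weeks), PTH-treated and alendronate-treated mice. The count values were made by the authors, who by their methods assigned reads to cells with UMI-tools, aligned them to mm10 with STAR and counted them on genes with featureCounts, and they were deposited without normalization. The paper's text does not name the annotation release, the strand setting, the final clustering resolution or the number of principal components. The conditions and replicate numbers come from the sample labels, and the doses and numbers of mice from the methods.
Total UMIs per library ran from 10653583 in PTH replicate 1 to 28419323 in PTH replicate 2, and 46283 of 47466 cells passed the paper's filter of 500 to 6000 genes and under 25% mitochondrial counts, with genes kept if present in at least 3 cells. The depth differs between groups, with medians from 3075 to 5149 UMIs per cell, and shares of cells with a UMI were therefore compared after thinning each cell to 1000 UMIs, or to 2000 as an alternative. Intervals of shares are 95% Clopper-Pearson intervals and cover counting error only.
Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and scanpy 1.11.5, and R 4.3.3 with Seurat 5.3.0, edgeR 4.0.16 and DESeq2 1.42.0 were used. A first clustering of all libraries removed cells that were not endothelial. The age set (juvenile, adult, aged) and the treatment set (adult, PTH, alendronate) were then each integrated by Seurat's anchors, with 2000 variable features, 30 principal components and a resolution of 0.5. Each cluster took the name of the class whose markers were highest, if at least 3 markers were up by over 0.5 on the log2 scale, the mean score was at least 0.3 on the log2 scale with a pseudocount of 10 CPM and the lead over the next class at least 0.3, and was otherwise left without a name. It was also left without one if its 10 highest genes held 3 markers of a type that is not endothelial or more markers of another class than of its own, or if its median depth was below that of its libraries by more than 3 times and those genes held none of its markers. The markers came from a list fixed before the data were examined, as were the design and most alternatives. The list is not independent of these data. Some of its markers, such as Adamts5, Apln, Sema3g and Top2a, are ones that the paper shows for its own clusters of them. Genes that the paper names at its conclusions were kept out of the markers and of the variable features.
Shares of classes were computed per library, compared by exact two-sided permutation tests over libraries, and cell numbers were tested with edgeR's quasi-likelihood method. Levels of genes were tested on sums of counts per class and library, with at least 20 cells per sum, by edgeR with filterByExpr and TMM factors and, between classes, the library as a block, and p-values were adjusted by Benjamini and Hochberg. CPM of these sums are scaled by the total multiplied by the TMM factor, which was computed over the sums of the class test or, for a test between groups, over those of the class alone. CPM of the myofibre list, of whole libraries and in the naming of clusters are scaled by the plain total. A class test called genes at an adjusted p under 0.05 and a log2 fold change over 1, and a test between groups at an adjusted p under 0.05. Neighbours of rEC-like cells were counted among the 20 nearest cells, or 50 as an alternative, and those without a name were left out. Same-numbered libraries of different groups showed correlations between -0.0447 and 0.0480 over 12 comparisons, so the replicate number was used as a block only in an alternative.
Genes named in the text are those the paper names in the sentences beside which values are given and, for each test across genes, the 3 with the largest absolute log2 fold change among those past the threshold with a mean of at least 20 CPM and the same direction in all libraries. Lists of myofibre, stress, Y-linked, clock, ribosomal and mitochondrial genes were used to test technical explanations. The clock lists were written after the results had been seen.
Alternatives were resolutions of 0.3 and 0.8, 15 principal components, all variable features, no integration, all 10 libraries in 1 integration, stricter filters on cells, a definition of rEC by Cav1, Emcn and Flt4, DESeq2, other size factors, no filter on low counts, the replicate block and each library left out in turn. Added after seeing the data were the removal of the cells with the highest doublet scores, 0.8% per 1000 cells of a library, and a floor for all libraries at the lowest totals of UMIs and genes of PTH replicate 1.
The methods were tested on simulated data, in which 200 genes were raised or lowered between classes or groups. Of these, edgeR called 200 between classes, 199 in aged rEC-like sums and 193 in aged bmEC-like sums, and it called a raised class in 50 of 50 draws of cell numbers. Gene names were checked against the GENCODE annotation of GRCm38, whose build matches the mm10 of the methods. Genes with names in U were left out because they are listed in the aged libraries only. Monocle 2, the data of Dach1 overexpression and the public data sets of other organs were not used here.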

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

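The tests on gene names, on Y-linked RNA and on clock genes were all chosen only after the results had been seen.
In the aged libraries, 167 genes whose names begin with U had more than 20 CPM in both libraries and no UMI in any of the 8 other libraries, and they took 1.52% and 1.53% of the aged UMIs. They drew attention because the paper does not discuss them and the other age groups list none of them. No gene above 20 CPM in the 8 other libraries lacked UMIs in the aged ones. A candidate explanation is a filter, in the processing of the 8 other libraries, on tags such as Unassigned that was read as a set of letters. It predicts that names with other letters of that word are missing too, and 60 names that begin with such a letter were listed in the aged libraries and in none of the others, while names that begin with letters outside the word numbered 22981 in the aged and 23252 in the other libraries. This is what such a filter would give. A difference between ages is argued against as the cause, since all 167 genes begin with U and, of the 276 names with U listed in the aged libraries, the 8 others list 0. The genes were left out of all comparisons.
The aged libraries, whose mice were all female by the methods, held 48 cells with RNA of Ddx3y, Eif2s3y or Kdm5d, which lie on the Y chromosome. They stood out because the paper does not discuss them and no adult, PTH or alendronate EC had such a UMI. Free RNA spread over all cells is argued against, as 46 of these cells (95.8%) were among the 477 cells removed as of other types, and only 2 among 4542 ECs. What stays open is how cells of a male came into these libraries, whether from another sample, from the mice or from a wrong label. The design gives no biological explanation, and none was tested. As almost all of these cells were removed, the endothelial values are little affected by them.
Arntl (chromosome 7, from 113207465 to 113314126, with exons that overlap those of Gm45355) was higher in alendronate than in adult bmEC-like sums by 1.76 on the log2 scale (standard error 0.17, adjusted p = 5.59e-10 in edgeR, 19.5 against 5.63 CPM), and the paper does not report on this gene. Clock genes of opposite phase moved apart. In bmEC-like sums the list of Arntl, Npas2, Clock and Nfil3 had a median of 1.27 with alendronate and 1.05 with PTH, and the list of Per1, Per2, Per3, Dbp, Tef, Hlf, Ciart, Nr1d1 and Nr1d2, of which 8 were tested, a median of -1.12 and -1.06. The difference between the medians was 2.39 with alendronate and 2.10 with PTH, with opposite signs in 4 of 4 classes for each. This is consistent with another time of day at collection. The adult or the treated mice may be the ones that differ. Against the same adult libraries, the medians of the lists had opposite signs in 3 of 4 classes in juvenile libraries (0.55 and -0.19 in rEC-like, 0.37 and -0.20 in bmEC-like and 0.85 and -0.47 in aEC-like, but -0.10 and -0.74 in mpEC-like sums) and in 3 of 4 in aged libraries (2.26 and -0.86 in rEC-like, 1.68 and -0.31 in aEC-like and 1.14 and -0.13 in mpEC-like, but 1.21 and 0.19 in bmEC-like sums). The signs were thus mostly those of the treated libraries, as a difference in the shared adult libraries would give, but not in every class, and this is not settled. An effect of both drugs on clock genes stays open and was not tested, and since both comparisons use the same 2 adult libraries they are not independent.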

How the results depend on the processing

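Among the tests and settings, the removal of the cells with the highest doublet scores and the floor at the lowest totals of PTH replicate 1 were chosen only after the results had been seen. Scrublet's own threshold, which was planned, was not run as an alternative, since it marked between 0.0469% and 2.28% of the cells of a library. Where a library is left out, the lone library of its group is assumed to vary like the other groups.
For the shares of classes, 284 of 304 comparisons with an alternative kept the direction and the side of the threshold, 4 fell below it, 9 rose past it and 7 changed direction. For the edgeR tests of cell numbers these were 181, 7, 4 and 8 of 200. For the levels of named genes, 303 of 310 were the same, 4 rose past the threshold and 3 changed direction. For counts of genes, 54 of 76 stayed within 1.5 times the count reported and 22 did not. For neighbours, 17 of 36 were the same, 18 fell below the threshold and 1 changed direction. The cause was not tested for the values that follow, unless stated.
The difference of mpEC-like cells between juvenile and adult libraries, -0.0473 percentage points, has no firm direction. It was 2.86 at a resolution of 0.3, 0.197 with no integration, 3.96 with all 10 libraries in 1 integration and 0.270 with the highest doublet scores removed, with adjusted p from 3.24e-06 to 0.959 over all alternatives. Leaving out single libraries gave -0.338 to 0.244, and the direction changed without juvenile replicate 2 (0.0844) and without adult replicate 2 (0.244). On the log2 scale it was 0.0180 with the highest doublet scores removed, 0.00522 with TMM factors and -0.0217 to 0.0163 with single libraries left out.
The higher aged mpEC-like share turned to -1.15 points with all 10 libraries in 1 integration (adjusted p from 2.62e-13 to 0.191 over the alternatives of that share), and its log2 change to -0.19 with TMM factors over the classes. The lowest aged log2 changes over the alternatives, TMM factors among them, were 0.41 for aEC-like, 0.85 for rEC-like and -1.86 for bmEC-like cells. TMM factors take the typical class as unchanged, so they move all classes of a comparison together. With them the PTH changes were -0.0608 for mpEC-like, -0.0621 for rEC-like, -0.39 for pEC-like and 0.0595 for aEC-like cells, the last no longer past the threshold (adjusted p = 0.548), and the alendronate change of aEC-like cells was 0.0518 and below it as well (adjusted p = 0.489). With DESeq2 the alendronate change of mpEC-like cells was -0.25 and no longer past the threshold (adjusted p = 0.0936, with 9.04e-05 as the lowest over the alternatives).
The rEC-like share after PTH, 2.39 points above adult with an adjusted p of 0.0569, lies at the threshold. It passed it at 2.38 points with a resolution of 0.3, 2.48 with no integration, 2.50 with all 10 libraries in 1 integration, 3.75 with at least 1000 genes and under 10% mitochondrial counts, 4.27 with at least 2000 UMIs per cell, 4.22 with the floor of PTH replicate 1, 6.92 with the definition by Cav1, Emcn and Flt4 and 2.39 with the replicate block. On the log2 scale it passed with 1.09 under the floor, 0.47 with the replicate block and 0.46 with DESeq2. The adjusted p over the alternatives ran from 4.23e-08 to 0.758. Single libraries left out gave 0.484 to 4.29 points, or 0.10 to 0.70 on the log2 scale. Without PTH replicate 1 it was 4.29 points and past the threshold (adjusted p = 4.23e-08), and without PTH replicate 2 it was 0.484.
Other calls rested on 1 library. For bmEC-like cells in juvenile libraries, leaving out single libraries gave 2.33 to 3.09 points and 0.0683 to 0.0901 on the log2 scale, and the adjusted p was 0.0880 without juvenile replicate 2 (from 1.48e-09 to 0.0880 over all alternatives). For pEC-like cells in aged libraries it gave -0.556 to -0.306 points and -0.99 to -0.47 on the log2 scale, with adjusted p of 0.0959 without adult replicate 1 (-0.54) and 0.180 without aged replicate 2 (-0.47). For bmEC-like cells with alendronate it gave -11.8 to -11.2 points and -0.39 to -0.37, with an adjusted p of 0.0562 without alendronate replicate 2, the highest over the alternatives.
The rEC-like share was lower in juvenile and higher in aged and alendronate libraries under all 16 alternatives of each, past the threshold in every one. The ranges were -5.01 to -2.48, 4.78 to 13.7 and 5.71 to 12.5 points.
Of the named genes, Aplnr in rEC-like cells rose past the threshold with all variable features (0.62) and without juvenile replicate 2 (0.70), aged replicate 1 (0.65) or aged replicate 2 (0.67), with 0.37 to 0.70 over the libraries left out and adjusted p from 0.0252 to 0.372. Emcn in rEC-like cells, 0.0218, was -0.00128 with the highest doublet scores removed, -0.0193 at a resolution of 0.8 and -0.0270 to 0.0202 with single libraries left out, the lowest without adult replicate 2. Of the 32 named genes, 27 had the same highest class after thinning to 1000 and to 2000 UMIs, and Bmp6, Cdh5, Pdgfra, Prox1 and Sox11 did not.
The count of genes higher in rEC-like cells, 926, was 264 when each other class had to be exceeded, which is a stricter demand by construction. With DESeq2, the genes changed in rEC-like cells numbered 205 in juvenile, 2599 in aged, 251 in PTH and 96 in alendronate libraries, and in bmEC-like cells 2321 in juvenile, 507 in PTH and 816 in alendronate libraries. With no filter on low counts, 10 changed in juvenile and 3024 in aged rEC-like cells. With single libraries left out, the counts in rEC-like cells were 156 to 345 for juvenile (156 without adult replicate 1, 179 without adult replicate 2), 282 to 723 for PTH (282 without adult replicate 1, 326 without adult replicate 2) and 117 to 151 for alendronate, where each of the 4 libraries left out lowered 339 to this range. In bmEC-like cells they were 626 to 978 for PTH (626 without PTH replicate 2) and 1380 to 1942 for alendronate (1380 without alendronate replicate 1, 1554 without adult replicate 2, 1573 without alendronate replicate 2).
Ratios of neighbours were 0.0731 to 0.129 for bmEC-like, 1.74 to 1.98 for mpEC-like and 2.36 to 3.03 for aEC-like cells with single libraries left out. They are no longer past the threshold because 5 libraries allow no exact sign test p below 0.0625. For pEC-like cells the ratio was 1.15 without integration.
Depth limits Sox11, which has too few UMIs to be tested, and the juvenile rEC-like sums, which hold 76 and 72 cells.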

Differences from the paper's values

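Among the tests and settings, the removal of the cells with the highest doublet scores and the floor at the lowest totals of PTH replicate 1 were chosen only after the results had been seen. Of 39 values that the paper states in its text, figures or Supplementary Table 1 and that could be set beside a value here, 2 differ, both from the supplementary table, which compares cells where the values here are means over libraries. The fold changes of that table match on the natural log scale, on which both are given, and over its 805 genes the median is 0.489 in the paper and 0.484 here, with 804 genes above 0 in the class the paper gives them to. This match is partly built in, because the classes were named from the same data with markers that include some of the paper's own.
For Piezo2 in mpECs the paper's natural log fold change is 0.526 and the value here is 0.687. Of the alternatives set before the data were examined, it differs also at a resolution of 0.8 (0.693), without adult replicate 1 (0.715) and without adult replicate 2 (0.737), and it does not differ with all variable features (0.690), without juvenile replicate 1 (0.678) or 2 (0.675) and without aged replicate 1 (0.661) or 2 (0.658). Such a call depends on the SD between libraries of all ages as well as on the gap. A value that does not differ is therefore not always closer to the paper's. With the highest doublet scores removed, which was chosen after seeing the data, it differs (0.699).
For Aplnr in rECs the paper's natural log fold change is 0.539 and the value here is 0.0241. Of the alternatives set before the data were examined, it differs also at a resolution of 0.8 (0.0179), with all variable features (0.0158), without adult replicate 1 (-0.0805) and without adult replicate 2 (-0.104). It does not differ without juvenile replicate 1 (0.0438) or 2 (0.0739) and without aged replicate 1 (0.106) or 2 (0.106), where the SD between the remaining libraries is larger than the gap. With the highest doublet scores removed, which was chosen after seeing the data, it differs (0.0144). Some other values differ in alternatives only. Lamb1 in mpECs is 0.583 in the paper and 0.686 here. It differs at a resolution of 0.8 (0.701), with all variable features (0.707) and without adult replicate 2 (0.716). It also differs with the highest doublet scores removed (0.696), but not with any other library left out. Emcn in mpECs, Vcam1 in bmECs and Aqp7 in rECs differ only with single libraries left out.
Among stated rankings and directions, the paper lists Cxcl12 and Edn1 among factors with high expression in rECs. Here both are higher in rEC-like cells than in the mean of the other classes, and aEC-like cells have the highest level, in 6 of 6 libraries for Cxcl12 (2358 against 1406 CPM) and in 4 of 6 for Edn1 (135 against 105 CPM). The paper describes Sox11 as expressed by pECs, and here it had 1.30 CPM in pEC-like cells and could not be tested. Of the rises in type R ECs with both treatments that the paper states, the one with PTH was 2.39 percentage points with an adjusted p of 0.0569. It passed the threshold with DESeq2 (0.0294), at a resolution of 0.3 (0.0329), with no integration (0.0369), with the replicate block (0.0424), with all 10 libraries in 1 integration (0.00412), with the definition by Cav1, Emcn and Flt4 (0.00379), with stricter filters on genes and mitochondrial counts (2.40e-06) or on UMIs (4.76e-08) and without PTH replicate 1 (4.23e-08). It also passed with the floor of PTH replicate 1 (8.16e-08), which was chosen after seeing the data. It did not pass with all variable features (0.0511), 15 principal components (0.0754) or a resolution of 0.8 (0.0955), without adult replicate 1 (0.173) or 2 (0.210), without PTH replicate 2 (0.454, a difference of 0.484 points) or with the highest doublet scores removed (0.0767), and with TMM factors the log2 fold change was -0.0621 (0.758).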

Other observations

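The tests on shared barcodes, on genes that were not used to make the classes, on male cells in the juvenile pools and on the cluster of PTH replicate 1 were chosen only after the results had been seen.
The share of rEC-like cells differed between the 2 libraries of a group, most with PTH. RNA from muscle left on the bones was tested with 10 myofibre genes (Acta1, Ckm, Tnnt3, Mylpf, Myl1, Tnni2, Mb, Atp2a1, Pvalb and Tnnc2), whose summed level was 1.83 to 4.37 CPM in bmEC-like cells. The library with the higher share had more of it in 2 of 5 groups. This decides nothing, because the 95% intervals of the 2 shares lie apart in 1 group only, PTH, and there the library with the higher share had more myofibre RNA (4.19 against 3.04 CPM). Muscle left on the bones stays open. No biological explanation was tested, since both libraries of a group have the same design.
The 2 PTH libraries differed in their class shares by 5.46 percentage points (the share of cells that would have to change class for the libraries to match), against 0.863 between the adult and 1.33 between the alendronate libraries. The table of PTH replicate 1 lists no cell with fewer than 1180 genes, so shallow cells left out of it are a possible explanation. With the same floor for all libraries, this measure was 75.0% as large (4.10 points, against 1.17 for adult and 1.87 for alendronate), so the missing shallow cells are argued against as the whole cause. The differences were not the same ones. Those of bmEC-like and rEC-like cells (replicate 1 minus replicate 2) went from 4.92 to 1.74 and from -3.81 to -1.92, so shallow cells may account for part of them, while that of mpEC-like cells went from -0.400 to 1.96 and that of aEC-like cells from -1.26 to -2.17. For the rEC-like cluster led by Timp4, Aqp7 and Car4 the floor did matter. Its share in PTH replicate 1 was 38.7% of the adult mean without the floor and 90.8% with it, so the absence of shallow cells may account for the low share of this cluster in that library, as its cells are shallow, with a median of 0.581 of the median UMIs of their libraries.
The rEC-like share was higher in aged than in adult libraries. Deeper aged cells are argued against as its cause, since the difference was 4.78 percentage points with the definition by Cav1, Emcn and Flt4 in cells thinned to the same UMIs, with both aged libraries above both adult ones. Of the cells with that combination, 41.6% and 44.2% were rEC-like in the aged and 28.4% and 28.3% in the adult libraries. Another version of the library kit could not be excluded. The record of the series names versions 2 and 3 of the kit and does not assign them to libraries. The aged libraries shared 0.155 ppm of their barcode pairs with the other libraries, against 1.43 ppm among the others and 0.635 ppm between the 2 aged ones, which is consistent with another set of barcodes. As no other age group has that set, kit and age cannot be told apart for this difference, and age stays open as the biological explanation. The same holds for the aged shares of the other classes.
The genes higher in rEC-like cells were set against technical causes. The 12 stress genes (Fos, Fosb, Jun, Junb, Egr1, Atf3, Ier2, Ier3, Hspa1a, Hspa1b, Dnajb1 and Zfp36) had a median log2 fold change of 0.26 in rEC-like cells, with 2 of 12 called, which argues against stress during dissociation as the cause of the 926 genes. Doublets of aEC-like and mpEC-like cells are argued against by the 84.0% of these genes that exceed both classes. Chance was tested on the genes that were not variable features of a clustering or markers and are not named by the paper, as the others helped to make or choose the classes. Of 10182 such genes, 443 were called higher in rEC-like cells. Of 40 regroupings of the class labels within libraries, 1, the real one, called as many of them, and the others called at most 13, so chance can be excluded for the grouping of the cells. A difference in cell state or type remains as a hypothesis.
Between groups, edgeR called 4800 of 13371 genes in juvenile and 8713 in aged bmEC-like sums against adult (5857 and 9114 at an unadjusted p under 0.05), and 1238 and 2460 of 12506 genes with PTH and alendronate (2648 and 3897 unadjusted). In DESeq2 these were 2321, 6740, 507 and 816. In rEC-like sums the counts were 353 and 4603 of 8831 genes in juvenile and aged libraries and 664 and 339 of 9838 with PTH and alendronate (1456, 5109, 1783 and 1519 unadjusted), and in DESeq2 205, 2599, 251 and 96. Leaving out 1 library moved the alendronate count in rEC-like sums to 117 without adult replicate 1 and the juvenile one to 156. For PTH it was 282 without adult replicate 1. In bmEC-like sums the PTH count was 626 without PTH replicate 2 and the alendronate count 1380 without alendronate replicate 1. The methods describe pooled animals for each group, so the spread between libraries is not that between mice, and these counts do not extend to other mice.
Among the genes named by rule, Ddx3y had 83.9 CPM in juvenile and 0 in adult bmEC-like sums, and in rEC-like sums Ddx3y had 104 against 0, Eif2s3y 64.6 against 0 and H2-Q6 0 against 88.1 CPM. Fn1, whose exons overlap those of Apol7d, was higher by 5.49 (standard error 0.12) and Slitrk4 changed by -6.29 (0.40) in juvenile bmEC-like sums. Male mice in the juvenile pools were tested as the cause of the juvenile changes in bmEC-like cells, with cells that have Xist and no Y-linked RNA alone. Of the 4800 genes, 58.1% were called again in the same direction with these fewer cells, and of the 4537 with a value 99.3% kept their direction, with a median ratio of the log2 fold changes of 1.05. This argues against male mice as the cause of most of the changes, and age remains open.
In aged libraries, mmu-mir-6236 was higher by 7.10 (standard error 0.06) in bmEC-like and 6.88 (0.19) in rEC-like sums, mt-Rnr1 by 4.36 (0.13) and Gm15564 by 4.59 (0.39) in rEC-like sums, and in bmEC-like sums H2-Eb1 by 4.54 (0.14), while Gm10736, a processed pseudogene, changed by -4.80 (0.08). Ribosomal genes had a median of -1.38 in bmEC-like and -0.61 in rEC-like sums and mitochondrial genes of 1.19 and 1.37. The stress list had -1.15 and -0.86. Of the genes called in aged bmEC-like cells, at an absolute change over 1, that had a value in rEC-like cells, 97.6% changed the same way there, with a median ratio of the log2 fold changes of 0.713, against 85.2% for juvenile changes. Between replicates of a group it was 49.1% to 54.8%. Changes shared by classes are what another kit version would give, and also what ageing of all ECs would give. The 2 cannot be told apart for these genes, because the aged libraries alone have their barcode set.
With PTH, Gm8213, a processed pseudogene, was higher by 2.75 (standard error 0.35) in rEC-like and by 3.05 (0.14) in bmEC-like sums, and the processed pseudogenes Gm12174 by 2.28 (0.12) and Gm14513 by 2.26 (0.12) in bmEC-like sums. Arhgef25 changed by -2.70 (0.34) and Arntl by 2.73 (0.40) in rEC-like sums. With alendronate, Arntl changed by 3.05 (0.36), Atf3 by 2.94 (0.38) and Per3 (chromosome 4, from 151003652 to 151044665) by -2.57 (0.13) in rEC-like sums, and Gm8213 by 1.92 (0.15), Per3 by -1.51 (0.06) and Mgp by 1.42 (0.11) in bmEC-like sums. Ribosomal and mitochondrial lists had medians of 0.19 and 0.37 in rEC-like sums with PTH and of 0.12 and 0.22 with alendronate. The stress list, with 12 genes, had medians of 0.36 in bmEC-like, 0.59 in mpEC-like and 0.45 in rEC-like sums with alendronate, with 10, 10 and 6 genes called higher, and of 0.33, -0.39 and -0.27 with PTH. Stress during dissociation therefore stays open for the genes of this list with alendronate, Atf3 among them, as does an effect of the drug, and neither was tested further. Both treatments are compared with the same 2 adult libraries.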
